# Vitamin K2 Enhances Fat Degradation to Improve the Survival of *C. elegans*

**DOI:** 10.3389/fnut.2022.858481

**Published:** 2022-04-15

**Authors:** Zhi Qu, Lu Zhang, Wei Huang, Shanqing Zheng

**Keywords:** vitamin K2, *C. elegans*, fatty acid (composition in), β-oxidation degradative pathway, longevity (herd life)

## Abstract

The beneficial effects of vitamin K (VK) on various chronic age-related syndromes have generally been considered dependent on its antioxidant effects. However, due to the distinct bioavailability and biological activities of VKs, exactly which of these activities and by what mechanisms they might act still need to be elucidated. In this study, we found that VK2 can extend the lifespan of *C. elegans* and improve the resistance to pathogen infection, heat stress and H_2_O_2_-induced inner oxidative stress. Importantly, the roles of VK2 on aging and stress resistance were shown to be dependent on enhanced fat metabolism and not due to its antioxidant effects. Moreover, the genes related to fat metabolism that were up-regulated following VK2 treatment play key roles in improving survival. Obesity is a leading risk factor for developing T2DM, and taking VKs has been previously considered to improve the insulin sensitivity associated with obesity and T2DM risk. However, our results showed that VK2 can significantly influence the expression of genes related to fat metabolism, including those that regulate fatty acid elongation, desaturation, and synthesis of fatty acid-CoA. VK2 enhanced the fatty acid β-oxidation activity in peroxisome to degrade and digest fatty acid-CoA. Our study implies that VK2 can enhance fat degradation and digestion to improve survival, supporting the effectiveness of VK2-based medical treatments. VK2 is mainly produced by gut bacteria, suggesting that VK2 might facilitate communication between the gut microbiota and the host intestinal cells to influence fat metabolism.

## Introduction

Metabolic syndrome has become a major health problem affecting people worldwide and has resulted in a huge cost to health care systems with potential economic complications (1). The syndrome includes two major metabolic disorder diseases: obesity and type 2 diabetes mellitus (T2DM). Importantly, obesity is the leading risk factor for the development of T2DM. Research has shown that obesity or a high body mass index (over 35 kg/m^2^) confers a significantly greater risk to the development of diabetes (2–5). The results of clinical and animal studies have supported the idea that the intestinal microbiota might help regulate host obesity (6–9); however, the underlying molecular mechanisms influencing such obesity-related pathways are poorly understood. The intestinal microbiota impact obesity, fatty liver diseases, and weight loss by way of the ability to induce the expression of genes related to lipid metabolism (6, 10). The gut microbiota functionally influences host genetic events mainly through specific media molecules produced by the bacteria (10–13). However, exactly which molecular or metabolic products are the essential transmitters remains to be elucidated. Vitamin K2 (VK2) is commonly produced by gut bacteria and is fat-soluble, allowing it to be easily transferred into the host intestinal cells (14). Recently, *in vitro* studies have shown that VK2 has potential beneficial effects on chronic aging diseases, such as cardiovascular disease (15), Alzheimer's disease (16, 17), cancer (18), osteoporosis (19, 20), and Parkinson's disease (21). VK2 has also been supplied to patients with diabetes and obesity to evaluate its pharmacological activity (22), and the association between VK2 and T2DM, obesity, and fat mass are becoming more clear (23, 24). However, the bioactive effects of VK2 as a potential gut microbiota product and its influence on the health, aging, and fat metabolism of the host have not been extensively studied.

Nematode *Caenorhabditis elegans* (*C. elegans*) is a extensively used as a powerful model organism for physiological, cell division, molecular biology and many other researches (25), and provide a perfect model to study the interaction between intestine and other organic systems (26, 27). In order to test whether VK2 is a potent microbiota product to influence the health of host, we used *C. elegans* to test the biological effects of VK2 on aging and fat metabolism in this study. This work might be helpful in finding the reasons why VK2 plays an important role in ameliorating the outcome of patients with obesity and diabetes mellitus.

This study aimed to test the lifespan and physiological changes, especially fat metabolism, influenced by VK2 treatment in worms, and to explore whether VK2 can affect longevity and age-related metabolism disease through reducing the fat contents in the animal body.

## Materials and Methods

### Strains

Mutant and wild-type *C. elegans* strains used in this study were acquired from the Caenorhabditis Genetics Center (CGC). Worms were cultured using standard methods as previously described (28). Strains were fed with OP50 *Escherichia coli* and cultured at 20°C unless otherwise indicated. Strains used in this study: wild-type: N2, CF1038: *daf-16(mu86)*, AA10: *daf-12(rh286)*, BX160: *fat-7(wa36) fat-5(tm420)*, CB6738: *lys-7(ok1384)*, BX275: *fard-1(wa28)*, RB908: *pmp-1(ok773)*, and RB2102: *hacd-1(ok2776)*.

### Worm RNAi

The designated parts of the target genes were cloned into Vector L4440 and expressed in an RNAi bacterial strain (HT115). A double-stranded target RNAi (vector, L4440) strain was cultured and used to inactivate the target gene function (29). Eggs from worms fed with the target RNAi bacteria were transferred to fresh NGM plates containing the same bacteria and allowed to grow at 15°C for 3 days with or without the presence of VK2. Stage 4 larva were then transferred to the same RNAi NGM plates with or without VK2 to perform the indicated experiments. A total of 1 mM isopropyl-B-D-thiogalactopyranoside (IPTG) was used in the RNAi NGM plates to induce the double-stranded RNA. The L4440 carrying an empty RNAi plasmid was used as a negative control in the RNAi experiments (29).

### Oil Red O Staining

Oil Red O staining is the standard method to test fat content in worms, and performed as previously reported (30–32). Synchronized eggs were cultured on OP50 plates with or without 0.1 μM VK2 treatment for 3 days at 20°C. Worms were then collected and washed in M9 three times and then fixed with the addition of 600 μL of 40% isopropanol to the worm pellet and rocked at room temperature for 3 min. Subsequently, the worms were stained in Oil Red O working solution for 2 h at room temperature with rotating at 30 rpm. After washing, the worms were mounted and imaged with a color camera outfitted with DIC optics. The Oil red O intensity was then quantified. At least 90 animals were imaged in at least three separate experiments using a Zeiss Axioplan microscope (Zeiss). The red intensity was captured and quantified using Image J software (NIH).

### Longevity and Survival

Synchronized young adults were transferred to NGM plates seeded with OP50 and cultured on plates with or without 0.1 μM VK2 at 20°C. The worms were scored every day by counting the number of worms that were moving (alive) until the day that all the worms had died. To compare the survival rates between the different treatments, mean survival rates were calculated using the Kaplan-Meier method, and the significant difference in the overall survival rates was determined using the log-rank test (33, 34).

For the pathogen infection assay, NGM plates with or without 0.1 μM VK2 were seeded with *Pseudomonas aeruginosa* (PA14) and cultured overnight before use. The young adults were then transferred to NGM plates seeded with *Pseudomonas aeruginosa* (PA14) and cultured at 20°C. The worms were assessed every 12 h as dead or alive (33). Worms were considered dead when they failed to respond to a touch with a platinum wire. At least three independent repeat experiments were performed.

For heat tolerance assays, worms at day 5 were transferred to NGM plates with or without 0.1 μM VK2 and incubated at 37°C. The animals were then scored as dead when they did not respond to a gentle touch with a platinum wire and were assessed every 2 h. At least three independent repeat experiments were performed.

For oxidative stress induced by H_2_O_2_, synchronized L1 worms were cultured in M9 with or without 0.1 μM VK2 at 20°C for 3 days. Then, H_2_O_2_ was added into the M9 to a final working concentration of 10 mM. About 50–100 μL M9 with at least 50 worms were selected to be scoured as alive or dead every 2 h. The survival percentages were then calculated. At least three independent repeat experiments were performed.

### RNA-Sequencing and Analysis

Synchronized young adults were cultured on NGM plates with or without 0.1 μM VK2 and incubated at 20°C for 7 days. The worms were transferred to new NGM plates with or without VK2 every day to get rid of the progeny and then collected. Total RNA quality was measured using a NanoDrop ND-1000 (Agilent Technologies). Library preparation was performed using a KAPA Stranded RNA-Seq Library Prep Kit (Illumina), and the quality was confirmed using an Agilent 2100 Bioanalyzer (Agilent Technologies). Transcriptome alignment and quantification were performed using Hisat2 software. *C. elegans* genome version WBcel235 was used as the reference. Differentially expressed genes were identified using the Ballgown package of R project to calculate the Fragments Per Kilobase of gene/transcript model per million mapped fragments (RPKM). The newest version of KEGG pathway enrichment and Gene Ontology were performed using R project or Python developed by Aksomics Inc. The heat maps were generated using Group FPKM (The average of log scaled FPKM: log_2_(FPKM + 1) of the genes in the groups).

### Progeny and Reproductive Activity

The synchronized L1 worms were cultured on plates with or without 0.1 μM VK2 at 20°C for 3 days. A single worm was picked to new plates for each treatment and transferred onto fresh plates, respectively, every day until no eggs were produced. After transferring, the plates containing the eggs yielded by one single worm were put at 25°C for 2 days, and the hatched worms and dead eggs were scored for each plate.

### Real-Time PCR

Synchronized young adult worms were cultured on plates with or without 0.1 μM VK2 at 20°C for 7 days. The worms were then transferred to new NGM plates for each treatment, respectively, every day to remove the progeny. The worms were then collected, and total RNA was extracted using RNAiso Plus (Takara) and converted to cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). The real-time PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems) and an ABI 7500 system. The relative expression levels of the genes were assessed using the 2^−ΔΔCT^ method and normalized to the expression of the *cdc-42* gene. *P*-values were calculated using a two-tailed *t*-test (32–34). The primers used are listed in Supplementary Table 1.

## Results

### VK2 Can Improve the Survival and Stress Resistance of *C. elegans*

The role of VK2 on aging-related diseases has been reported in several prior studies (22, 35); however, the effect of VK2 on lifespan has not been addressed. We use *C. elegans* as a model to test the effect of VK2 on lifespan. It was observed that the low-dose VK2 (0.01–10 μM) treatment extended the lifespan of wild-type worms, with the 0.1 μM VK2 treatment having the strongest effect on lifespan extension (Figure 1A), demonstrating about a 20% mean lifespan extension and a maximum lifespan extension from 22 days to 29 days (Table 1). These experiments also showed that VK2 (0.1 μM) could prolong the reproductive span of wild-type worms, with the VK2-treated worms producing more progeny at day 3 and day 4 relative to the control worms (Figure 1B).

**Figure 1:**
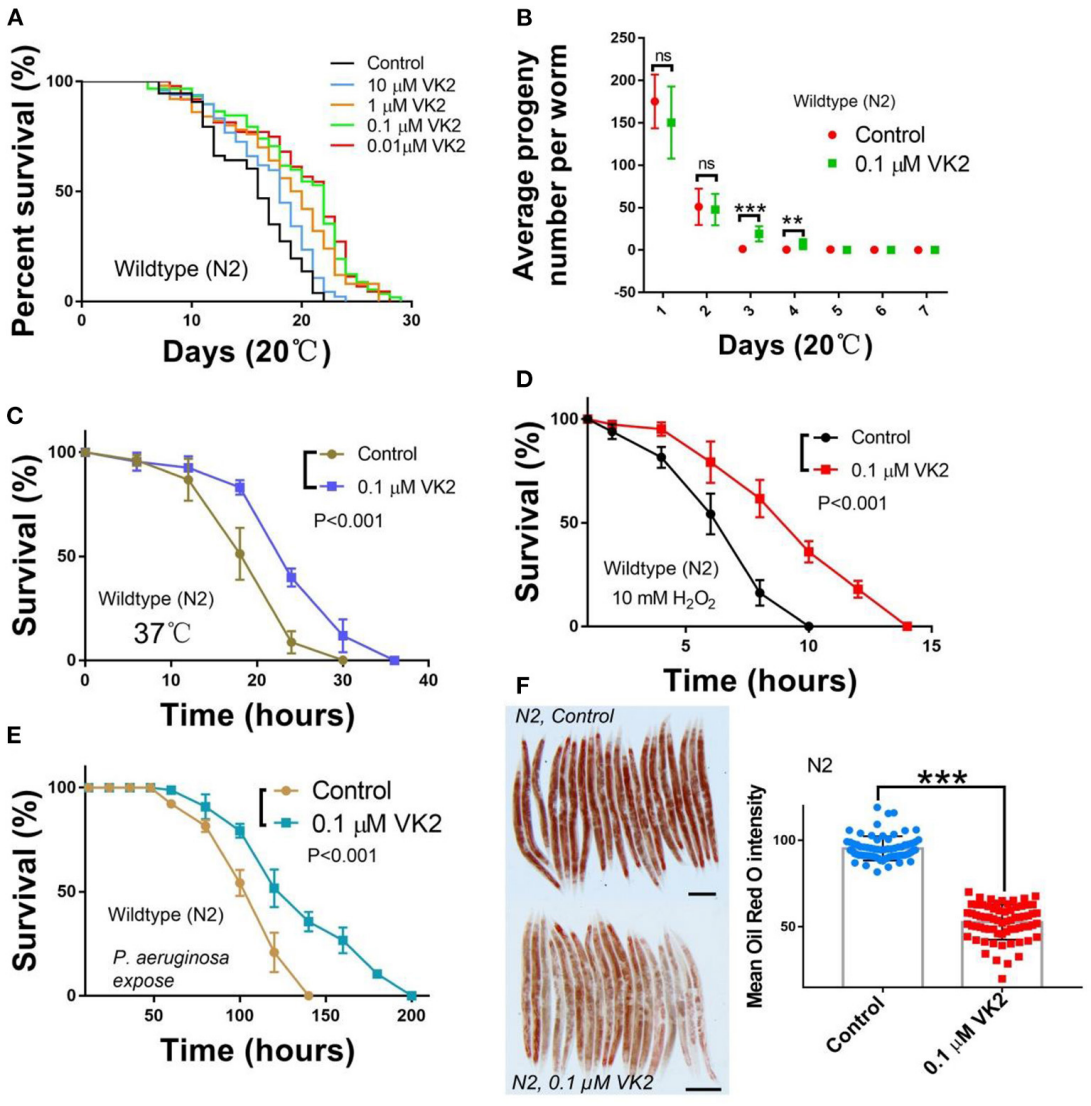
VK2 extends the lifespan of N2 worms and improves survival under stress. **(A)** Wild-type N2 worms were treated with different concentrations of VK2; 0.1 μM VK2-treated worms had the strongest longevity extension. The treatments were repeated at least three times, and the sample size was larger than 60 worms in each treatment. The data are summarized in Table 1. **(B)** 0.1 μM VK2-treated N2 worms had longer productive spans and more progeny at day 3 and day 4. The treatments were repeated at least three times, and the sample size was larger than 20 in each experiment. The survival of N2 worms was improved under heat **(C)**, H_2_O_2_ **(D)**, and *P. aeruginosa* treatments **(E)**. The treatments were repeated at least three times, and the sample size was larger than 60 worms in each experiment. The *P*-values were carried out using a *t*-test. **(F)** VK2-treated N2 worms had a lower fat content compared with the controls. Oil Red O was used to stain the fat droplets in the worm body, and the changes in lipid content were analyzed using Image J software. The treatments were repeated at least three times, and the sample size was larger than 30 in each experiment. Scale bar: 100 μM. ***P < 0.001. VK2, vitamin K2. **P < 0.01.

**Table 1:** Lifespan of worms treated with VK2.

**Strains**		**Mean life span ±SEM (days)**	**Maximum life span (days)**	***P*** **-value**	***N***
*N2*	Control	15.93 ± 0.42	22		99
		16.64 ± 0.34	22		101
		14.99 ± 0.19	20		85
	10 μm VK2	17.13 ± 0.54	27	0.003	84
		17.95 ± 0.12	24	<0.001	95
		17.01 ± 0.78	26	0.003	106
	1 μm VK2	17.46 ± 0.55	28	<0.001	93
		17.93 ± 0.19	26	<0.001	114
		18.01 ± 0.25	29	<0.001	104
	0.1 μm VK2	18.88 ± 0.57	29	<0.001	99
		19.34 ± 0.19	31	<0.001	123
		18.75 ± 0.22	28	<0.001	87
	0.01 μm VK2	18.02 ± 0.64	28	<0.001	94
		18.53 ± 0.78	28	<0.001	111
		17.99 ± 0.15	27	<0.001	76
*daf-16(mu86)*	Control	9.01 ± 0.33	17		76
		10.05 ± 0.99	18		93
		9.38 ± 0.36	17		110
	0.1 μm VK2	9.53 ± 0.04	17	n.s.	67
		10.11 ± 0.24	16	n.s.	86
		11.05 ± 0.22	18	n.s.	96
*daf-12(rh286)*	Control	20.14 ± 0.54	31		75
		19.96 ± 0.35	33		79
		20.78 ± 0.17	32		94
	0.1 μm VK2	20.89 ± 0.37	33	n.s.	92
		19.21 ± 0.28	31	n.s.	124
		20.98 ± 0.57	31	n.s.	113
*fat-7(wa36)*	Control	17.64 ± 0.77	25		101
*fat-5(tm420)*		16.98 ± 0.19	24		108
		17.64 ± 0.25	25		94
	0.1 μm VK2	16.62 ± 0.94	26	n.s.	76
		17.14 ± 0.97	25	n.s.	104
		17.27 ± 0.34	25	n.s.	69
*lipl-4 RNAi*	Control	15.46 ± 0.77	21		79
		15.27 ± 0.19	20		88
		16.01 ± 0.35	22		98
	0.1 μm VK2	15.74 ± 0.47	22	n.s.	115
		16.37 ± 0.39	20	n.s.	84
		16.08 ± 0.67	22	n.s.	76

*Mean lifespans were calculated by using Kaplan-Meier method; P-values compared with Controls were determined using the log-rank test; n.s., no significant difference; SEM, standard error of the mean; N, number of worms used*.

Vitamin K has been considered an anti-oxidant in relation to the aging process (35). As such, we tested the function of VK2 on stress resistance in worms. Our results showed that the survival of worms treated with VK2 was significantly improved under heat (37°C) stress (Figure 1C) and H_2_O_2_-induced inner oxidative conditions (Figure 1D).

A recent study also suggested that VK2 might have an effect on immunity (36). *C. elegans* is normally propagated on agar plates seeded with the *Escherichia coli (E. coli*) strain OP50 (28). To address the role of VK2 on immunity in worms, we cultured wild-type worms on a lawn of pathogenic bacteria, *Pseudomonas aeruginosa* (PA14) (*P. aeruginosa*), to test the role of VK2 on resistance to pathogen infection. The results show that N2 worms treated with VK2 demonstrated a significantly enhanced survival compared with control worms (Figure 1E), suggesting that VK2 also influenced the innate immune signaling response.

VK2 levels might impact body fat levels. Interestingly, we found that VK2-treated worms indeed had a significantly lower fat level compared with control worms (Figure 1F). Thus, by using *C. elegans* as a model to study the bioactive effects of VK2 *in vivo*, our results demonstrated that low-dose VK2 treatments have the ability to prolong longevity, increase stress and immunity resistance, and lower body fat content.

### VK2-Extended Lifespan Acts Through DAF-12– and DAF-16–Related Genes

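For RNA-seq, N2 worms, the wild-type strain, were kept from young adulthood for 7 days at 20°C on NGM plates with 0.1 μM VK2 or without VK2, and 3 libraries were made from each group. The libraries of VK2-treated worms are named T1, T2, and T3 and those of control worms C1, C2, and C3. The authors aligned the reads with Hisat2 to *C. elegans* genome version WBcel235, used Ballgown to calculate FPKM, which scales the fragments of each transcript by its length and by the mapped fragments of the library, and deposited the FPKM of each transcript in 2 tables. The first table holds C1 and T1, and the second holds C2, C3, T2, and T3. The FPKM of all transcripts summed to 686279 in C1 and 654910 in T1, but to 396004 in C2, 373517 in C3, 369349 in T2, and 382777 in T3. The level of a gene was therefore not compared between the tables, and VK2-treated worms were compared with control worms within each table. The number of reads behind each value is not given in the sources used here, so the depth of each library is unknown. The FPKM of the transcripts of each gene were summed, and the 14191 genes listed in both tables with a mean FPKM of at least 1 over the 6 libraries were tested. The test was limma on log2(FPKM + 1), two-sided, with a term for VK2 and a term for the table, and p-values were adjusted by the Benjamini-Hochberg method. A difference on this scale understates the change of genes with a low FPKM. In the second table, the SD over genes of the log2 difference between 2 libraries was 0.695 for the controls C2 and C3 and 0.292 for T2 and T3. It was 0.350 for T2 against C2 and 0.649 for T3 against C3, so the controls of this table differed from each other by more than either differed from the VK2 library of the same number.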

In order to assess how the observed changes in VK2-treated worms were related to gene expression, we performed RNA-sequencing (RNA-seq) analysis to assess differential gene expression patterns. 

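By the fitted difference, 473 of the genes tested were higher by at least 1.5 times in VK2-treated worms than in control worms and 238 were lower by as much. When an unadjusted p below 0.05 from limma was required as well, 296 genes were higher and 51 were lower. With the replicate number as a block in the same test, these counts were 338 and 93. After Benjamini-Hochberg adjustment, limma called 0 genes at an adjusted p below 0.05, with a smallest adjusted p of 0.708 and 507 genes at an unadjusted p below 0.05. If no gene changed, a share of 0.05 of the 14191 genes tested would be expected there, which is more than 507. An unmoderated F-test in the form that Ballgown uses called 0 genes, with 478 at an unadjusted p below 0.05. On simulated data this form called 0 of 200 genes changed by a log2 of 1 or of 2, so its result adds little. In single pairs of libraries, which have no replicate check of their own, 1346 genes were higher and 500 lower in T1 than in C1, 570 higher and 366 lower in T2 than in C2, and 2098 higher and 1545 lower in T3 than in C3. The change reached 1.5 times in every pair for 31 higher and 12 lower genes. Across genes, which are not independent replicates, the log2 change of the first pair correlated with that of the second at a Pearson's r of 0.158 and with that of the third at 0.0399, and r was -0.154 between the second and the third. The number of higher genes fell lowest with a pseudocount of 5 in place of 1, to 123, and rose highest with transcripts in place of genes, to 1432, where 1097 were lower. Quantile normalization gave 352 higher and 356 lower genes. Without C2, 1097 genes were higher and 671 lower. Without C3, the counts were 355 and 97, and without either C1 or T1 they were 487 and 498. When p below 0.05 was required, they were 771 and 440 without C2, 128 and 55 without C1, 128 and 56 without T1, and 114 and 38 without T2.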

The RNA-seq analysis indicated that 1,550 genes were up-regulated by at least 1.5 times in VK2-treated worms compare with the control, with only 602 genes down-regulated more than 1.5 times (Figure 2A). Pathway enrichment analyses were performed on the up-regulated gene set, and the data showed that six genes, including *daf-12, fard-1, fat-5/6/7*, and *lipl-4*, were enriched among the genes in the longevity pathway in worms. Based on the RNA-seq data, the heat-map analysis indicated that these genes were up-regulated by VK2 treatment (Figure 2B). 

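The fitted log2 difference between VK2-treated and control worms was above 0 for all 6 genes, with a median of 0.44, and it reached 1.5 times for 1 of them, *fat-5*. The adjusted p of each of the 6, from limma with Benjamini-Hochberg adjustment over all genes tested, rounded to 1.00, and the smallest p adjusted over the list alone was 0.134, for genes that the study chose on these samples. *fat-5* (WBGene00001397) lies on chromosome V of WBcel235 from 17725004 to 17726818. Its FPKM was 40.3 in T1 against 12.0 in C1, 7.83 in T2 against 6.73 in C2, and 7.46 in T3 against 1.43 in C3. Its log2 difference was 1.22 (standard error 0.42), and the unadjusted p of limma was 0.0223. *lipl-4* (WBGene00019376, chromosome V, 6550171 to 6552186) had a log2 difference of 0.46 (standard error 0.30), with a change of 1.22 in the first pair, -0.42 in the second, and 0.57 in the third. For *daf-12* (WBGene00000908, chromosome X, 10635908 to 10666875), the log2 difference was 0.23 (standard error 0.27). The FPKM of *daf-12* was higher in T1 and T2 than in C1 and C2, at 11.8 against 6.87 and 26.4 against 16.9, but lower in T3, at 17.4 against 27.4 in C3. The difference of *daf-12* became -0.01 without C1 or T1. The log2 differences were 0.27 for *fard-1* (WBGene00022200, chromosome X, 2933361 to 2937742), 0.43 for *fat-6* (WBGene00001398, chromosome IV, 11913692 to 11915687), and 0.51 for *fat-7* (WBGene00001399, chromosome V, 7151353 to 7153146), with standard errors of 0.16, 0.38, and 0.30. With each library left out in turn, the difference ranged from 0.81 to 1.76 for *fat-5*, 0.07 to 0.72 for *lipl-4*, 0.10 to 0.35 for *fard-1*, 0.06 to 0.85 for *fat-6*, and 0.22 to 0.84 for *fat-7*. *fat-6* and *fat-7* are close paralogs, and how reads that match both were assigned is not given in the sources used here. When the transcript with the highest mean FPKM stood for each gene, the difference of *daf-12* was -0.62 and that of *fat-6* was -1.93. All 6 genes rose by at least 1.5 times in the first pair. In the second pair 4 of the 6 rose and 1 reached 1.5 times, and in the third pair 5 rose and 3 reached 1.5 times. The median of the 6 changes lay at percentile 100.0 of 10000 random lists of genes of similar expression in the first pair, 88.9 in the second, and 98.4 in the third, which describes these libraries only. The third value rests on C3, the library that differed most from the others of its table. Without C2, 4 of the 6 reached 1.5 times by the fitted difference, and without T2 or without T3, 2 did.

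**Figure D1:**
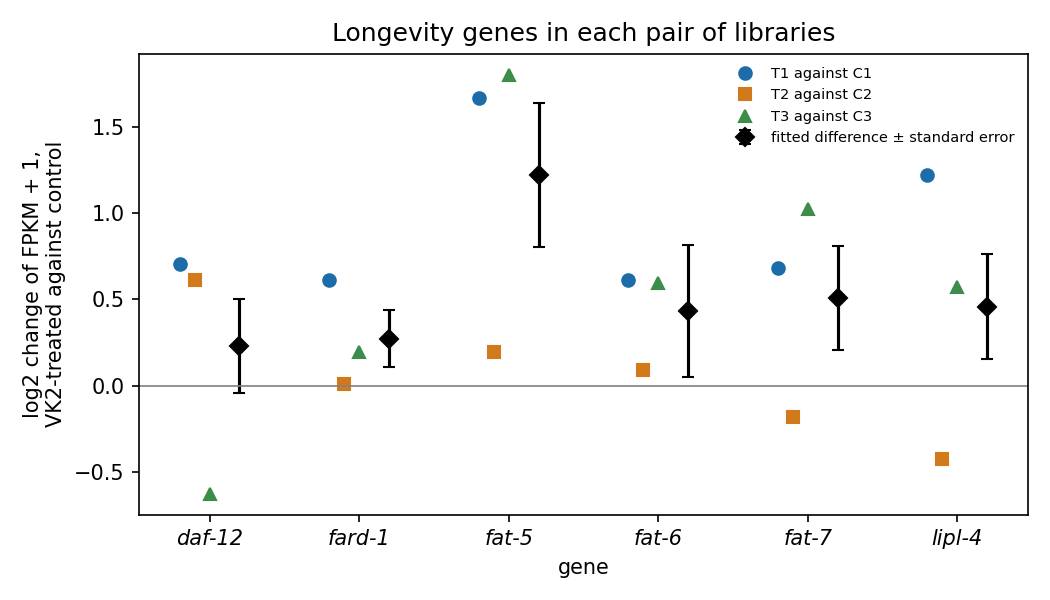
Log2 change of FPKM + 1 of the 6 longevity genes in each pair of libraries (circles, T1 against C1; squares, T2 against C2; triangles, T3 against C3), with the fitted difference and its standard error (diamonds and bars). All circles lie above 0, while *fat-7* and *lipl-4* lie below 0 in the second pair and *daf-12* in the third.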

To confirm the observed changes in gene expression levels, real-time PCR was used to quantify these changes in expression. The results confirmed that all six of these genes were up-regulated in VK2-treated worms compared with the control worms and the expression levels of *fat-5* and *lipl-4* were up-regulated more than the other four genes (Figure 2C). The *fard-1* gene has been reported to be a target gene of DAF-12 (37). As such, the longevity extension function of VK2 was tested on *daf-12* mutants. The results showed that the lifespan extension activity of VK2 was significantly reduced in *daf-12* mutants (Figure 2E). The *daf-16* mutants were treated with VK2, and it was found that the lifespan extension effects of VK2 were significantly diminished in the absence of *daf-16* gene function (Figure 2D). To further confirm that VK2 acted via these genes to extend the lifespan of wild-type worms, the effects on VK2 were tested in *fat-5* mutants and *lipl-4* RNAi worms. The results showed that VK2 had almost no effect on *fat-5/7* mutants (Figure 2F) and that VK2 treatment did not significantly extend the lifespan of *lipl-4* RNAi worms relative to that of control worms (Figure 2G).

**Figure 2:**
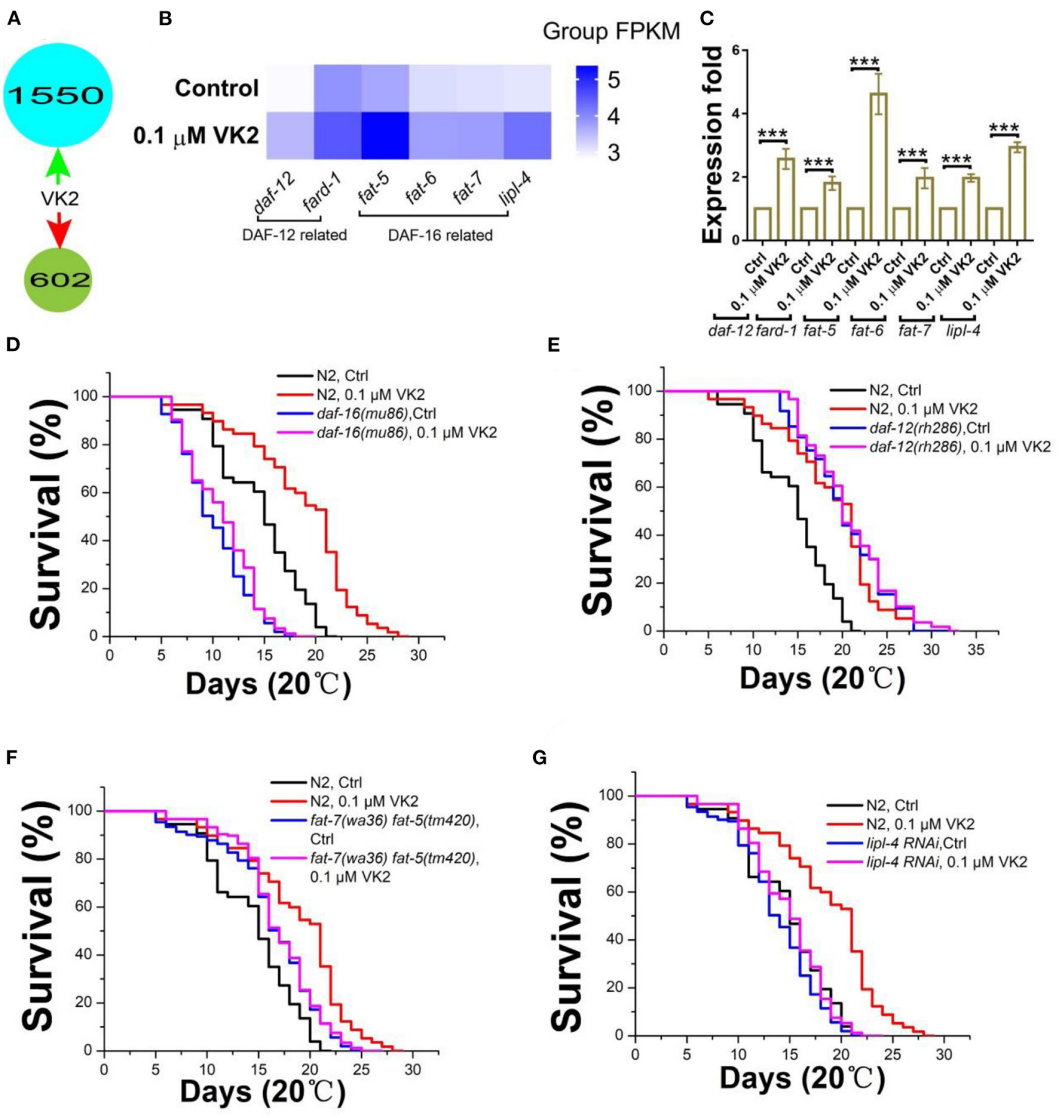
Longevity extension conferred by VK2 treatment in N2 worms is related to the DAF-16/12 target genes. **(A)** RNA-seq data indicate genes up- and down-regulated subsequent to VK2 treatment in N2 worms. **(B)** KEGG pathway enrichment showed that the DAF-16/12-related longevity pathways were affected by VK2 treatment. Six target genes of DAF-16/12 were significantly up-regulated by VK2. The heat-map was made using Group FPKM for both control and VK2-treated worms. **(C)** The expression levels were further confirmed using real-time PCR. ***P < 0.001. **(D)** The lifespan extension conferred by the VK2 treatments was blocked by *daf-16* **(D)** and *daf-12* **(E)** mutants. The results were further confirmed using DAF-12/16 target gene mutants. VK2 failed to significantly extend the lifespan of *fat-5/7* double mutants **(F)**. VK2 extended the lifespan of *lipl-4* RNAi worms, but this was significantly shorter than in control worms **(G)**. The treatments were repeated at least three times, and the sample size was larger than 60 worms in each treatment. The data are summarized in Table 1.

### *frk-1* and *lys-7* Play Important Roles in VK2-Related Stress and Immune Responses

As VK2 can improve the ability of worms to survive in harsh environments, such as those encountered during heat stress and infection, GO enrichment was performed on the set of VK2 up-regulated genes. Forty-five genes were determined to be involved in the biological process of defense and immune response. Among these, 16 genes were identified to have a clear biological function according to the data available on *Wormbase*. The expression levels of these 16 genes affected by VK2 treatment were analyzed via heat-map analysis (Figure 3A) and further confirmed using real-time PCR (Figure 3B). 

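Fig. 3A and Table S1 both name 15 of these genes, and Fig. 3A also names *pgp-5*. Of the 15, 12 were higher and 3 were lower in VK2-treated worms by the fitted difference, with a median log2 difference of 0.58, and 7 were higher by at least 1.5 times. With p from limma adjusted over the list alone, 0 of the 15 were below 0.05, the smallest being 0.0897, and 5 had an unadjusted p below 0.05. With the replicate number as a block, *clec-61* and *clec-172* had a p of 0.0488 when adjusted over the genes of Table S1 alone. The crossed block, chosen after the data were seen, pairs the libraries differently. In the same test with the crossed block, *clec-60* (0.00776) and *clec-61* (0.0358) passed 0.05 and *clec-172* did not. *clec-60* rose most by the fitted difference, by 1.36 (standard error 0.44). Its FPKM was 16.8 in T1 against 6.67 in C1, 114 in T2 against 16.8 in C2, and 34.3 in T3 against 30.6 in C3. *clec-61* rose by 1.11 (standard error 0.30) and *clec-172* by 1.06 (standard error 0.34). With each library left out in turn, the difference ranged from 0.85 to 1.83 for *clec-60*, 0.77 to 1.42 for *clec-61*, and 0.68 to 1.36 for *clec-172*. *clec-172* was the only 1 of the 15 that rose by at least 1.5 times in every pair. *lys-7* (WBGene00003096) lies on chromosome V of WBcel235 from 3481432 to 3482600. Its FPKM was 267 in T1 against 153 in C1, 348 in T2 against 369.9 in C2, and 339 in T3 against 192 in C3, a log2 difference of 0.51 (standard error 0.25) with an adjusted p of 1.00 from limma with Benjamini-Hochberg adjustment and a range of 0.28 to 0.82 with each library left out. *frk-1* (WBGene00001487) lies on chromosome IV from 10043181 to 10045739 and was lower in VK2-treated worms by the fitted difference, which was -0.20 (standard error 0.31). The first table lists only its transcript T04B2.2a, with an FPKM of 1.66 in C1 and 0.268 in T1. The second table lists only its transcript T04B2.2b, with 2.60 in C2, 3.18 in T2, 1.81 in C3, and 2.34 in T3. Within the second table alone, the log2 difference of *frk-1* was 0.23. The other 2 genes with a lower fitted value, *hrg-3* and *clec-52*, were both higher without C3, at 0.54 and 0.31, and C3 holds a high FPKM of *clec-52* of 46.2. *elt-2* had a fitted difference of 0.19, which was -0.14 without C1 or T1. *pgp-5* had a difference of 0.04, which was -0.32 without C1 or T1 and -0.06 under quantile normalization. *hrg-3* was listed at 0 in C2, with an FPKM of 0.767 in C1, 3.3 in C3, 2.17 in T1, 0.146 in T2, and 0.360 in T3, and its difference was 0.01 without T2. Of the 15 genes, 14 rose in the first pair, all by at least 1.5 times, whereas 5 rose by as much in the second pair and 5 in the third.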

The results showed that all 16 of these genes were up-regulated, with two genes (*frk-1* and *lys-7*) significantly up-regulated by more than five times in VK2-treated worms compared with the control (Figure 3B). *frk-1*, an ortholog of human FER tyrosine kinase, is considered to be involved in several processes, including the innate immune response (38). *lys-7* is also reported to be involved in the defense response in worms (39, 40). To verify that these two genes played important roles in the VK2-improved stress response, we treated *frk-1* knock-down worms and *lys-7* mutants with VK2 under conditions of heat and infection stress. The results showed VK2 failed to significantly improve the survival of *frk-1* RNAi worms (Figure 3C) or *lys-7* mutants (Figure 3D) at 37°C. Additionally, VK2-treated *frk-1* and *lys-7* mutants were cultured on *P. aeruginosa* to test their survival ability. We found that VK2 also failed to significantly improve the survival of *frk-1* RNAi worms (Figure 3E) and *lys-7* mutants (Figure 3F). These results implied that *frk-1* and *lys-7* gene expression were boosted in worms when treated with VK2 to provide protection in these harsh environments.

**Figure 3:**
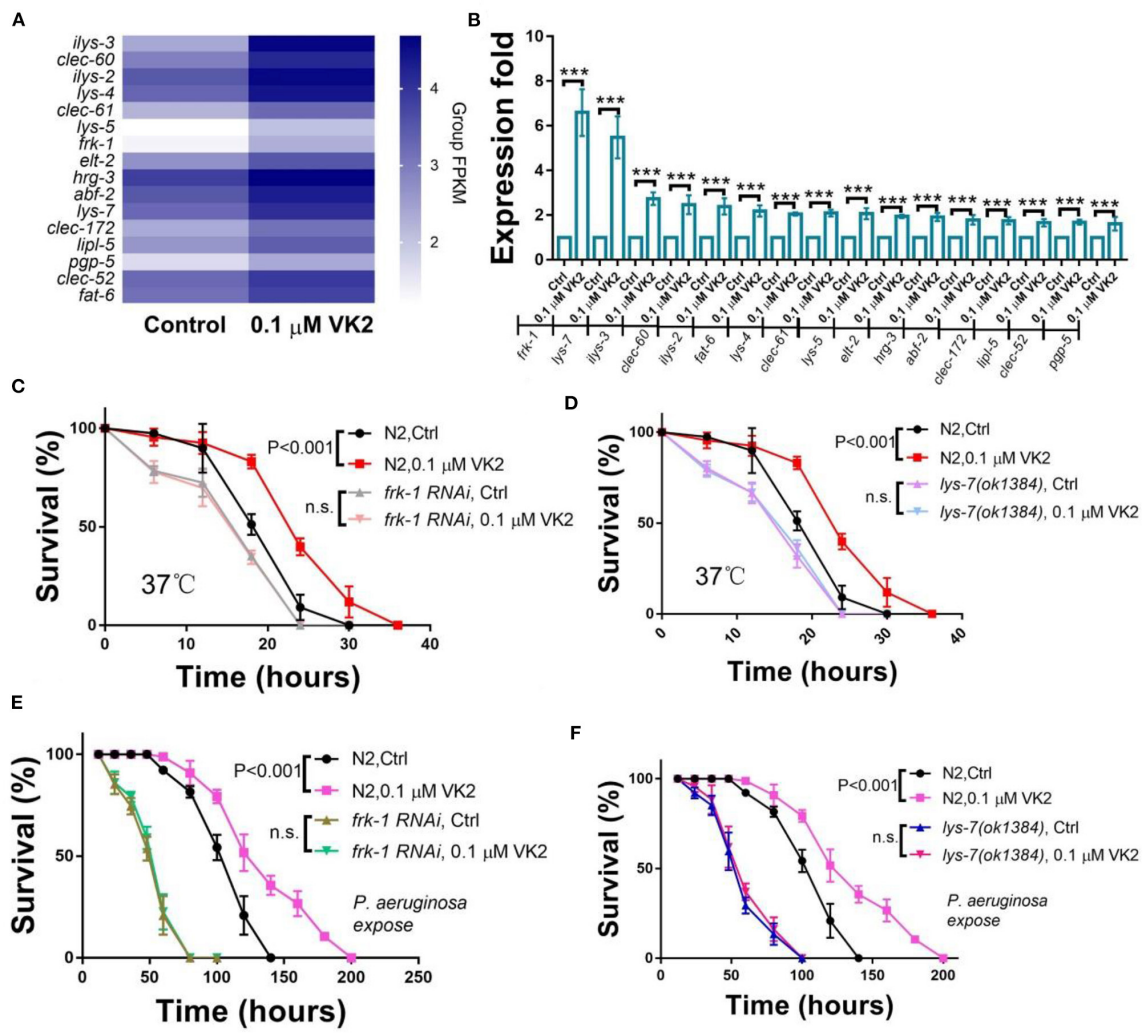
VK2 improves stress resistance mainly through *frk-1* and *lys-7*. **(A)** The biological processes associated with the genes up-regulated by VK2 were analyzed using GO. Sixteen genes were involved in defense response GO terms. Heat-map analysis of these genes was carried out using Group FPKM based on RNA-seq data. **(B)** The expression levels of these 16 genes were further confirmed using real-time PCR. ***P < 0.001. The function of VK2 on survival was absent in *frk-1* RNAi worms **(C)** and *lys-7* mutants **(D)**. Also, VK2 failed to significantly improve the survival of *frk-1* RNAi worms **(E)** and *lys-7* mutants **(F)** cultured with the infective pathogen *P. aeruginosa*. The treatments were repeated at least three times, and the sample size was larger than 60 in each experiment. The *P*-values were determined by using a *t*-test. n.s., no significant difference.

### Peroxisome Function Is Enhanced by VK2

The RNA-seq results show that the peroxisome signaling pathway was the second most significantly enriched pathway among the 1,550 genes up-regulated by VK2 (Figure 4A). 

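No pathway annotation was used here. In its place, a set of 40 genes of peroxisomal proteins was listed by symbol, and it was tested with camera (inter-gene correlation 0.01, two-sided) on the limma fit, as 1 of 26 sets. The mean log2 difference of the 40 genes was 0.19, with a camera p of 2.85e-05 after Benjamini-Hochberg adjustment over the sets. The largest changes in the set were 0.56 in *acox-3*, 0.54 in *daao-1*, and 0.53 in *acox-1.4*, and 0 of the 40 genes rose by 1.5 times. Camera called 15 of the 26 sets, and under fry, which uses no preset correlation, 0 sets were called, with a smallest adjusted p of 0.718 and 0 sets at an unadjusted p below 0.05. When the 6 libraries were divided into 3 and 3 in other ways, camera called from 6 to 16 sets. A camera call therefore does not by itself point to VK2. With C2 left out, fry called 1 set, the sperm genes, at an adjusted p of 0.0270. For 28 peroxisome genes that the paper does not name, the mean log2 difference was 0.13 and the adjusted camera p was 0.00658. In the first pair 38 of the 40 genes were higher in VK2-treated worms, in the second 19, and in the third 34. Within the second table alone, the mean was 0.08 and the adjusted camera p was 0.154, and it was 0.156 without C1 and 0.157 without T1. The mean was highest, at 0.27, without C2.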

There were 18 peroxisome-related genes significantly up-regulated, and the expression levels of these genes are shown using a heat-map in Figure 4B. 

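The heat-map names 16 genes, all of them in Table S1. By the fitted difference, 15 of them were higher and 1, *pmp-1*, was lower in VK2-treated worms, with a median of 0.43, and 1 gene, *acs-2*, was higher by at least 1.5 times. In limma, 4 of the 16 had an unadjusted p below 0.05 and 0 had a p below 0.05 when adjusted over the list alone, with a smallest value of 0.118. With the replicate number as a block, *acs-2* had a p adjusted over all the genes of Table S1 alone of 0.0227. With the crossed block, which pairs the libraries differently, *acs-2* did not pass 0.05. *acs-2* (WBGene00009221, chromosome V of WBcel235, 15567394 to 15569897) had an FPKM of 112 in T1 against 69.6 in C1, 105 in T2 against 49.6 in C2, and 68.9 in T3 against 28.1 in C3. Its log2 difference was 1.00 (standard error 0.27). *pmp-1* (WBGene00004058, chromosome II, 6880704 to 6883754) had an FPKM of 21.1 in T1 against 10.2 in C1, but of 10.4 in T2 against 15.3 in C2 and of 14.2 in T3 against 24.8 in C3. Its log2 difference was -0.10 (standard error 0.37), and it was 0.25 without C3 and 0.17 without T2. *acox-1.5*, *mvk-1*, and *prx-11* had differences of 0.13, 0.13, and 0.05, which became -0.26, -0.07, and -0.22 without C1 or T1. In the first pair 15 of the 16 genes rose by at least 1.5 times, in the second 1, and in the third 7. Over the 38 genes of Table S1 apart from *cdc-42*, 34 were higher by the fitted difference and 12 by at least 1.5 times. With p adjusted over these 38 alone, 0 genes were below 0.05, with 11 at an unadjusted p below 0.05, but 19 were without C2, 2 without T3, 1 without C3, and 3 with the replicate block. The number higher by at least 1.5 times was 23 without C2 and 7 without C1, C3, or T1. The median change of the 16 lay at percentile 100 of the random lists in the first pair, 89.6 in the second, and 99.9 in the third, for genes chosen by the study on these samples. The third value leans on C3, since over the 38 genes the median of T3 was 0.56 above C3 but only 0.099 above C2. It is therefore no separate replication.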

The expression levels of these genes were further confirmed using real-time PCR (Figure 4C). All 18 of these genes were up-regulated by VK2 treatment in wild-type worms, with *acox-1.2, acs-18*, and *pmp-1* up-regulated more than five times compared with the control (Figure 4C). *fard-1* is involved in longevity and is also related to the function of peroxisomes. We cultured *fard-1* mutants under H_2_O_2_-induced (10 mM) oxidative conditions, and the results showed that the VK2 treatment failed to significantly improve the survival of *fard-1* mutants (Figure 4D).

**Figure 4:**
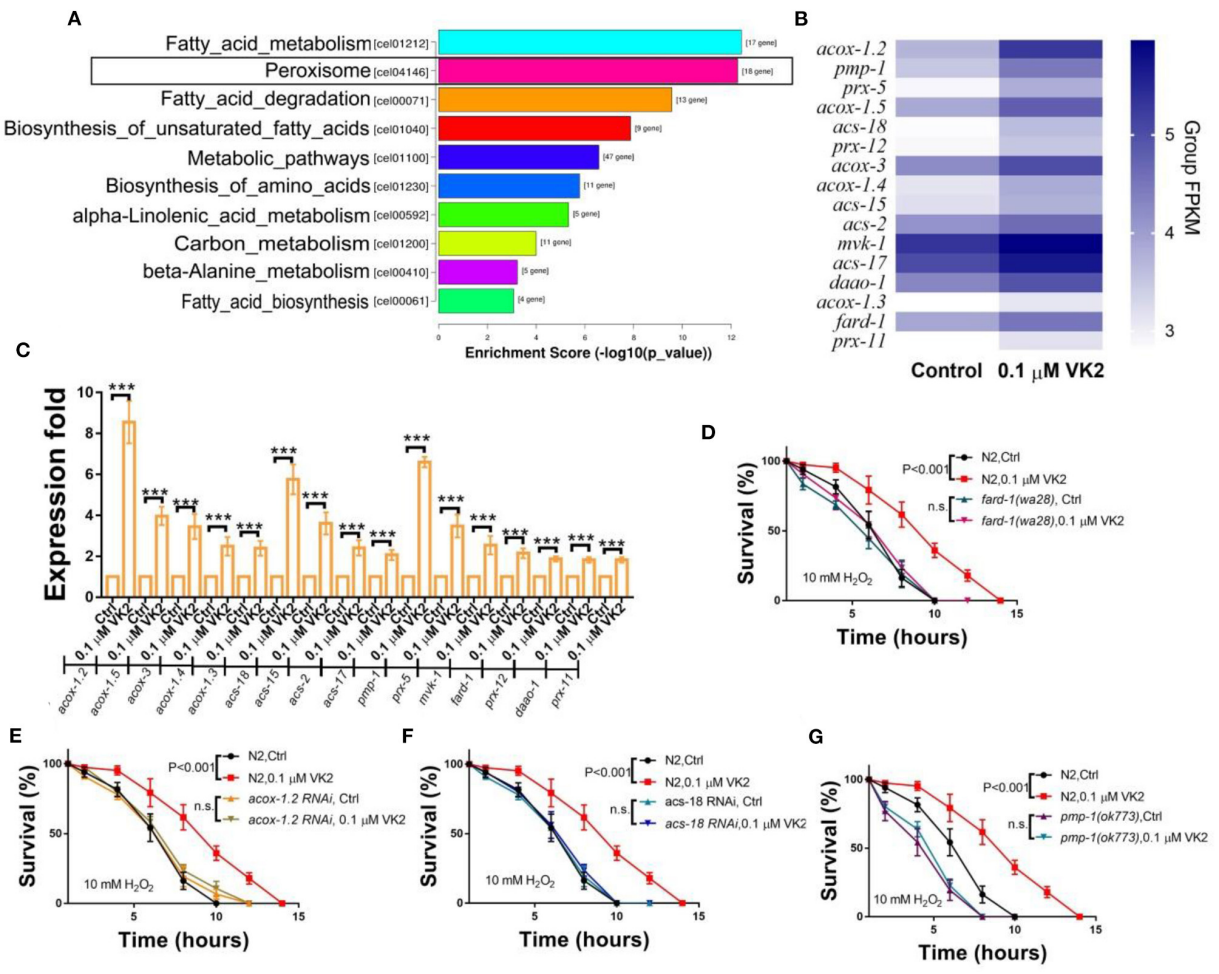
VK2 promotes fatty acid degradation in the peroxisome. **(A)** The second most significantly enriched KEGG pathway among the up-regulated genes induced by VK2 was Peroxisome. There were 18 genes enriched for Peroxisome. **(B)** Heat-map analysis of these genes was carried out using Group FPKM based on RNA-seq data. **(C)** The expression levels of these 18 genes were further confirmed using real-time PCR. ***P < 0.001. *acox-1.2, acs-18*, and *pmp-1* were the top three genes up-regulated by VK2 according to the real-time PCR data. The effects of VK2 on oxidant resistance were blocked by *fard-1* mutants **(D)**, *acox-1.2* RNAi **(E)**, *acs-18* RNAi **(F)**, or *pmp-1* mutations **(G)**. The treatments were repeated at least three times. The *P*-values were determined using a *t*-test. n.s., no significant difference.

Peroxisomes are oxidative organelles that contain digestive enzymes for breaking down toxic materials in the cell and play an important role in the decomposition of reactive oxygen species (ROS) (41–43). The human orthologs of *acox-1.2* have been implicated in peroxisomal acyl-CoA oxidase activity and are involved in fatty acid β-oxidation (*Wormbase*). Fatty acids are broken down by fatty acid β-oxidation in peroxisomes to produce energy (44, 45). *acs-18* is predicted to activate long-chain fatty acid-CoA ligase, and *pmp-1* is predicted to be a peroxisomal membrane protein and has been shown to enable long-chain fatty acid transporter activity (*Wormbase*). Because all three of these genes are related to fatty acid metabolism via fatty acid β-oxidation in peroxisomes, we tested the effect of VK2 on these mutants. It was found that VK2 treatment failed to improve the oxidative stress resistance induced by H_2_O_2_ in *acox-1.2* RNAi worms (Figure 4E), *acs-18* RNAi worms (Figure 4F), or *pmp-1* mutants (Figure 4G). These results indicated that these three genes play important roles in the fatty acid digestion signaling cascade within peroxisomes and that VK2 can reduce the expression levels of these genes to enhance oxidant resistance.

### VK2 Enhances Fatty Acid Digestion

Based on the above results, it was considered that the longevity, stress resistance, and immune response genes invoked by VK2 treatment almost all function in fatty acid metabolism. More importantly, the RNA-seq results showed that the genes up-regulated by VK2 in worms were significantly enriched in fatty acid metabolism and degradation pathways (Figure 5A). It was speculated that the main function of VK2 in regard to improving the health of the animals was mainly dependent on its ability to enhance fat digestion. To test this hypothesis, we carefully assessed the up-regulated genes induced by VK2 treatment that were enriched in fatty acid related pathways (Figure 5A). It was found that 17 VK2 up-regulated genes were involved in fatty acid metabolism and also played important roles in fat degradation and unsaturated fatty acid biosynthesis (Figure 5A). Among these, 15 genes have defined functions in fat digestion, and their roles in the fat digestion pathway are summarized in Figure 5B. These genes regulate fatty acid elongation and desaturation as well as fatty acid-CoA synthesis. 

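Of 7 sets of fat-related genes listed by symbol, camera called 4 as higher in VK2-treated worms, the peroxisome set among them. Fry called 0 sets, and over all sets camera also called from 6 to 16 when the libraries were divided in other ways. The 19 desaturases, elongases, and related enzymes had a mean log2 difference of 0.34 (adjusted camera p of 3.03e-05), led by *fat-5*, *elo-8* at 0.75, and *elo-2*. With each library left out in turn, this mean ranged from 0.18 without C3 (adjusted camera p of 0.0055) to 0.52 without C2. The 20 acyl-CoA synthetases had a mean of 0.25 (adjusted camera p of 0.000924), with 0.59 in *acs-19*. The 44 genes of mitochondrial and peroxisomal β-oxidation had a mean of 0.13 (adjusted camera p of 0.0271), which ranged from 0.06 without C1 or T1 to 0.21 without C2. Lipases had a mean of 0.14, fatty acid synthesis genes of 0.07, and lipid-binding proteins of -0.07, with adjusted camera p-values of 0.512, 0.451, and 0.199. When the genes that the paper names were left out, the means were 0.25, 0.17, and 0.05 for desaturation and elongation, acyl-CoA synthetases, and β-oxidation, with adjusted camera p-values of 0.00201, 0.0450, and 0.409. Of the 19 desaturation and elongation genes, 16 were higher in the first pair, 9 in the second, and 17 in the third. For β-oxidation, 32 of the 44 genes were higher in the first pair, 12 in the second, and 36 in the third. Within the second table alone, the acyl-CoA synthetases had an adjusted camera p of 0.132 and β-oxidation of 0.516, and that of β-oxidation was also above 0.05 without C1 at 0.515, without T1 at 0.519, without T3 at 0.214, and without the table term at 0.0817. For the acyl-CoA synthetases it was 0.131 without C1 and without T1. Leaving out C3 brought that of the lipases to 0.0374, and leaving out C2 that of the lipid-binding proteins to 0.0383. From its results on longevity, stress resistance, and immune response genes that act in fatty acid metabolism, and from this enrichment, the paper proposes, as a speculation that it goes on to test, that VK2 improves the health of the worms mainly by enhancing fat digestion.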

Fatty acid-CoA can be degraded and digested via fatty acid β-oxidation, which is consistent with our findings that VK2 can enhance the fatty acid β-oxidation function of peroxisomes. Interestingly, among them, *acox-1.2, acs-18*, and *fat-5* were confirmed to be involved in regulating longevity (Figures 2B,C) and stress resistance (Figures 4B,C) and also enriched in the fat metabolism pathways (Figures 5C,D). 

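*acox-1.2* (WBGene00008565) lies on chromosome I of WBcel235 from 12942280 to 12946588. Its FPKM was 26.0 in T1 against 12.1 in C1, 9.99 in T2 against 11.1 in C2, and 11.6 in T3 against 7.96 in C3. The log2 difference was 0.47 (standard error 0.24), and the unadjusted p of limma was 0.0926. *acs-18* (WBGene00011173, chromosome IV, 10310748 to 10313665) had an FPKM of 5.62 in T1 against 2.59 in C1, 4.11 in T2 against 3.44 in C2, and 3.77 in T3 against 2.07 in C3. It was higher in VK2-treated worms in every pair, with a log2 difference of 0.57 (standard error 0.22) and an unadjusted p of 0.0382. Neither gene passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment. With each library left out in turn, the difference stayed between 0.18 and 0.67 for *acox-1.2* and between 0.42 and 0.77 for *acs-18*.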

The other three genes related to fat metabolism significantly regulated by VK2 were also analyzed (Figure 5C) and further confirmed using real-time PCR. 

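*hacd-1* (WBGene00019978, chromosome V of WBcel235, 1460369 to 1461613) had an FPKM of 117 in T1 against 62.6 in C1, 91.3 in T2 against 77.9 in C2, and 77.2 in T3 against 20.3 in C3. Its log2 difference was 1.00 (standard error 0.44), and it ranged from 0.44 without C3 to 1.53 without C2. *acdh-8* (WBGene00019406, chromosome II, 5794495 to 5796185) also rose in every pair, with an FPKM of 14.1 in T1 against 7.11 in C1, 9.75 in T2 against 7.63 in C2, and 7.92 in T3 against 4.95 in C3. Its log2 difference was 0.60 (standard error 0.22). *elo-2* (WBGene00001240, chromosome IV, 17466062 to 17467408) had an FPKM of 109 in T1 against 42.1 in C1 and of 105 in T3 against 59.5 in C3, but of 85.6 in T2 against 113 in C2. Its log2 difference was 0.59 (standard error 0.32). With each library left out in turn, the difference ranged from 0.45 to 0.79 for *acdh-8* and from 0.21 to 0.96 for *elo-2*, so neither reached 1.5 times throughout. The unadjusted p of limma was 0.0569 for *hacd-1*, 0.0302 for *acdh-8*, and 0.107 for *elo-2*, and the smallest p adjusted over the 6 genes of Fig. 5C alone was 0.0765. By the fitted difference, 4 of these 6 genes were higher by at least 1.5 times.

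**Figure D2:**
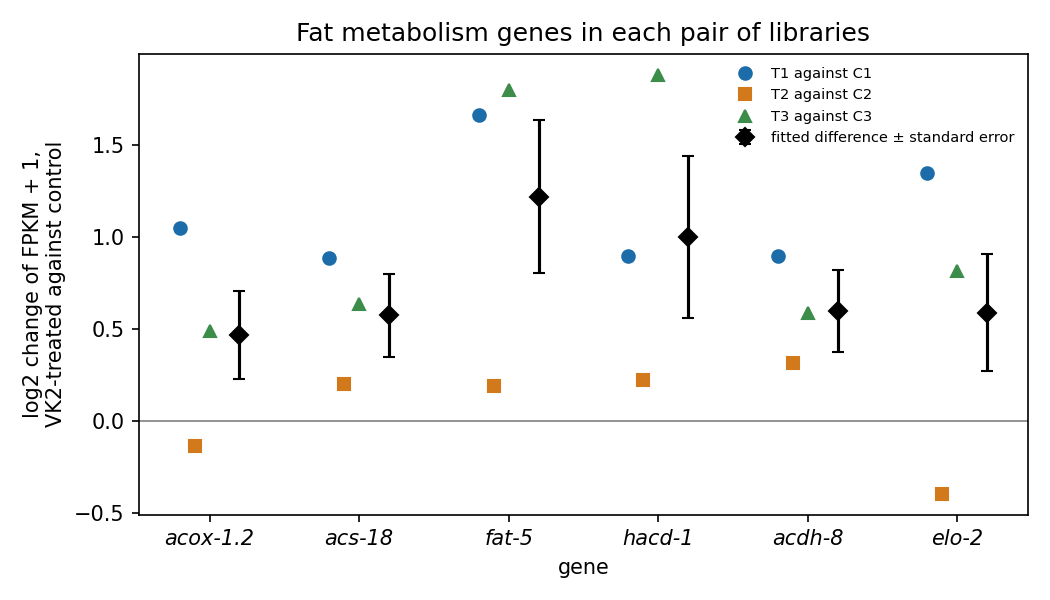
Log2 change of FPKM + 1 of the 6 genes of Fig. 5C in each pair of libraries (circles, T1 against C1; squares, T2 against C2; triangles, T3 against C3), with the fitted difference and its standard error (diamonds and bars). The changes of the first pair lie between 0.88 and 1.66, and in the second pair *acox-1.2* and *elo-2* lie below 0.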

The results showed that *hacd-1, acdh-8*, and *elo-2* were also significantly up-regulated in VK2-treated worms (Figure 5D). Next, the fat content was assessed in *acox-1.2* RNAi, *acs-18* RNAi, *fat-5*, and *hacd-1* mutants. The results showed that the fat mass in the body of *acox-1.2* RNAi worms (Figure 5E) and *acs-18* RNAi worms (Figure 5F) as well as *fat-5* (Figure 5G)*, hacd-1* (Figure 5H) mutants was not significantly reduced compared to controls following VK2 treatments. These results further confirmed that VK2 could enhance fat digestion mechanisms, especially fatty acid β-oxidation, to improve the survival of worms.

**Figure 5:**
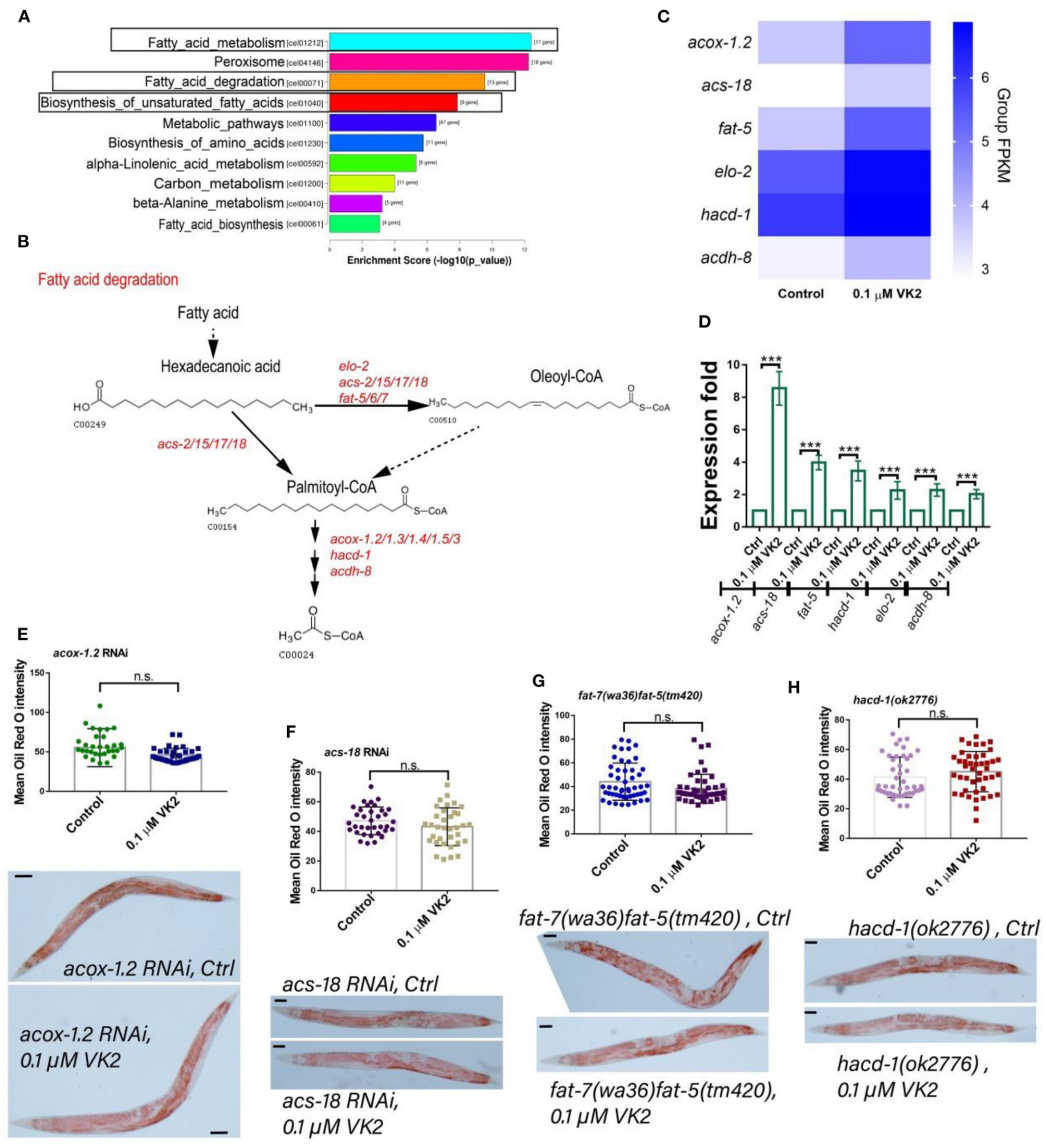
VK2 enhances fat metabolism in worms. **(A)** The most significantly enriched KEGG pathways among the up-regulated genes induced by VK2 were fat metabolism-related pathways: fatty acid metabolism, fatty acid degradation, and biosynthesis of unsaturated fatty acid. **(B)** There were seventeen genes enriched among these pathways, and they each play important roles in these pathways, with their main functions summarized based on KEGG analysis. Fatty acids are elongated, desaturated, and added to CoA by these genes induced by VK2 and then degraded and digested via the process of fatty acid β-oxidation. **(C)** Heat-map analysis of these genes was carried out using Group FPKM based on RNA-seq data. **(D)** The expression levels of these 17 genes were further confirmed using real-time PCR. ***P < 0.001. Among them, *acox-1.2, acs-18, fat-5*, and *hacd-1* were the top four genes up-regulated by VK2 according to the real-time PCR data. The fat content reduction effects of VK2 were blocked by *acox-1.2* RNAi **(E)**, *acs-18* RNAi **(F)**, *fat-5/7* **(G)**, or *hacd-1* mutations **(H)**. The treatments were repeated at least three times, and the sample size was larger than 30 worms in each experiment. Scale bar: 50 μM. The *P*-values were determined by using a *t*-test. n.s., no significant difference.

## Discussion

VK2 is known to have both antioxidant and anti-inflammatory activities and can influence the aging process. Prior studies have mainly focused on the influence of VK2 on age-related diseases, but most of these consist of case reports or in *vitro* experiments (14, 18, 22). In this report, we performed an *in vivo* study to verify the function of VK2 *in situ* using the *C. elegans* model. Subsequent to VK2 treatment, the entire transcriptional gene profile in VK2-treated worms was comprehensively assessed. This study confirmed that VK2 influences longevity extension, stress resistance, and the immune response in worms. The data analysis showed that the primary function of VK2 might act by regulating fat digestion to improve survival (Figure 6). Considering that the function of VK2 in regard to lipid metabolism, obesity, and diabetes has been gaining more attention in recent studies (7, 23, 24), this current study provides substantial insight into how VK2 regulates fat metabolism, especially fat digestion within the animal body, to ameliorate survival. Together, these findings provide a possible mechanism and support the use of VK2 for the treatment of patients with obesity and/or diabetes.

**Figure 6:**
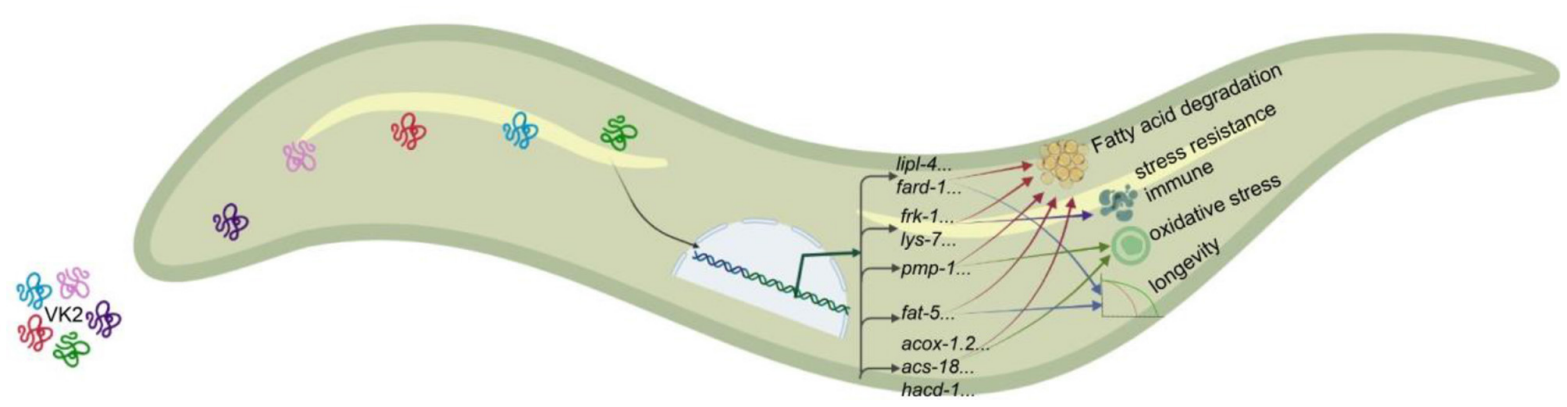
VK2 mainly works via fat metabolism to improve the survival of worms. According to all the data, including RNA-seq and *in vivo* experiments, it was shown that the main function of VK2 involves enhancing fatty acid metabolism. VK2 treatment reduced the fat content in the worm body by activating gene expression involved in longevity, peroxisome, and immune and stress response pathways. However, it was found that almost all of these genes were related to fatty acid metabolism. All of the genes tested in these *in vivo* experiments function in fat metabolism to promote fatty acid digestion, and fatty acid β-oxidation in the peroxisome might play a primary role in VK2-improved fat reduction. As such, the genes induced by VK2 regulate fatty acid elongation, desaturation, and oxidation to promote digestion of fat content and, thus, support the survival of the animal.

This study suggested that VK2 mainly confers its effects by enhancing fatty acid digestion within the animal. As the results indicate, VK2 significantly up-regulated the longevity pathway genes *fat-5/6/7, lipl-4*, and *fard-1*. The *fat-5/6/7* and *lipl-4* gene products are involved in the insulin signaling pathway and have been reported to be target genes of the transcription factor DAF-16 (37, 46–48). Together, these results confirmed that VK2 could evoke DAF-12/16 target gene expression to extend lifespan. Interestingly, all six of these genes are related to fat metabolism, suggesting that VK2 might primarily regulate fatty acid metabolism to influence longevity. Though all of these genes are involved in longevity signaling cascades, they also play important roles in controlling fat metabolism. The *fat-5/6/7* genes are stearoyl-CoA 9-desaturases present in worms and serve to introduce double bonds into the fatty acid chains bound to CoA. The long-chain acyl-CoA can then be digested via fatty acid β-oxidation (44, 49). *lipl-4* and *fard-1* have been reported to regulate the lifespan of worms and are also known to function to reduce lipid content (50, 51). As such, the lifespan extension effects of VK2 are likely directly related to its impact on fat metabolism. The antioxidant and anti-inflammatory properties have been previously recognized as the main functions of VK2 based on its protective action by way of limiting the accumulation of intracellular free radicals, thus reducing reactive oxygen species, and the inhibition of nuclear factor kappa B (NF-κB) activation, thus decreasing the production of pro-inflammatory cytokines (52–54). However, in this study, we showed that VK2 can influence gene function affecting the peroxisome and immune system. The human FER tyrosine kinase ortholog gene, *frk-1*, and a predicated lysozyme gene, *lys-7* (38–40), were significantly up-regulated manyfold following VK2 treatment, both of which are considered involved in regulation of the innate immune and stress defense responses. Interestingly, increasing the expression of both these genes was previously reported to result in decreasing fat content (55, 56). This suggests that VK2 might also influence genes related to fat metabolism resulting in an improved immune and stress response in worms. Recent studies also imply that VK2 can regulate cell differentiation and proliferation (18, 20), and this might be due to its influence on *frk-1*, an oncogene-related kinase. The expression levels of the peroxisomal genes *acox-1.2, pmp-1*, and *acs-18* were found to be significantly increased following VK2 treatment. *acs-18* is a long-chain fatty acid-CoA ligase, which adds the -CoA onto the fat chains, allowing fatty acid-CoA to be digested by fatty acid β-oxidation in the peroxisome. *pmp-1* is a peroxisomal membrane protein that can transport long-chain fatty acids into the peroxisome, while *acox-1.2* is an acyl-CoA oxidase that enables fatty acid β-oxidation to complete fat digestion. Increased levels of fatty acids broken down by fatty acid β-oxidation in the peroxisome to generate energy might result in less fatty acid processed in the mitochondria, thus limiting the production of oxidative agents. These results suggest that VK2 could improve fatty acid digestion in the peroxisome to enhance the ability of worms to defend against oxidative stress. Together, these observations support the idea that fatty acid digestion occurring in different organelles might be influenced by VK2, with an overall result of improving the health and stress resistance of the animal.

Finally, our RNA-seq and *in vivo* experiments together confirmed that VK2 can significantly impact fat digestion to support the animal's survival. The top signaling pathways affected by VK2 treatment were mostly those related to fatty acid digestion. Interestingly, the genes controlling fatty acid digestion up-regulated by VK2 are known to be involved in regulating longevity, stress defense, and fatty acid β-oxidation in peroxisomes. This is especially true of the most strongly increased genes induced by VK2: *acox-1.2, fat-5*, and *acs-18*, which play key roles in fatty acid digestion, longevity extension, and stress defense. Overall, our results support the role of VK2 in enhancing fatty acid digestion to improve the general survival ability of worms, and this novel mechanism of action redefines our understanding of the bioactivity of VK2.

These findings regarding the function of VK2 on fat metabolism should promote additional studies on the role of VK2 and support its use in treating patients with obesity and/or diabetes. According to a recent study, about 20% of adults worldwide will present with obesity by 2025 (4), and hospitalized patients with COVID-19 were three times more likely to die of the infection if they had a combination of metabolic disorders, such as obesity and diabetes (57).

The gut microbiota functionally influences host genetic events primarily through specific media molecules produced by the bacteria. As a fat-soluble molecule, VK2 is mainly produced by the intestinal microbiota and might function as a media molecular to promote the communication between the host and intestinal microbiota. Considering that our study showed VK2 mainly works on fatty acid digestion in animals, VK2 could be used as a supplement to treat obesity and diabetes. However, the role of VK2 as a molecular messenger produced by the intestinal microbiota to influence the host heath and if it can be used clinically to treat obesity and diabetes still requires further investigation to support the use of VK2 to improve human health.

## Conclusion

Our study suggested that fatty acids are elongated, desaturated, and then synthesized to fatty acid-CoA by the genes influenced by VK2 treatment in worms, with fatty acid-CoA likely degraded and broken down via fatty acid β-oxidation into acyl-CoA. These findings implied that VK2 can enhance fat metabolism, especially fatty acid β-oxidation–related degradation, to reduce the fat contents in the animal body, thus improving the survival and health of the animal.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: GEO Database with accession GSE199145.

## Author Contributions

ZQ and SZ contributed to conception, design of the study, performed the statistical analysis, and wrote sections of the manuscript. WH, LZ, and ZQ performed the experiments. SZ organized the database and wrote the first draft of the manuscript. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

The work was supported by grants from the Henan University (Yellow River Scholar Fund) and Key Scientific Research Project Plan of Henan Province (Grant No. 22A310011 and 21A330001), Science and Technology Development Plan of Kaifeng in 2021 (Grant No. 2103007), and Henan Province's key R&D and promotion projects (scientific and technological research) projects (Grant No. 222102310587).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Vitamin K2 Enhances Fat Degradation to Improve the Survival of C. elegans
**Source:** Front Nutr. 2022 Apr 15;9:858481. doi: 10.3389/fnut.2022.858481
**Supplement:** Supplementary file 1

Table S1. Primers for real- time PCR.

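Table S1 lists the forward and reverse primers with which the mRNA of each gene was measured by real-time PCR, with *cdc-42* as the reference gene. A primer pair measures every transcript that both primers match. The pair listed for *fat-6* and the pair listed for *fat-7* are the same, GTGATCATCGTTGCCATCAC and GTGGATGCTTACGCACAAGA.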

| gene | forward | reverse |  |  |
| --- | --- | --- | --- | --- |
| *ilys-3* | TAATTTCAGCGGTCGCCTAC | GGATCCGACGTCCATGTTAC | | |
| *clec-60* | GTTTTCCGTGCTCTTTCGTC | ACGGTTGTACCCTTGTTTGC | | |
| *ilys-2* | CTGGAAGAGATGTGCTGACG | CCCACTACCTTGACGGCTTA | | |
| *lys-4* | GAGGCAATGGTCAGAGAAGC | ATCATAGGTTGCCCACCAGA | | |
| *clec-61* | CACATCAATCGACCAACTCG | ATCATCAGCTGCCTCCAATC | | |
| *lys-5* | AGGCGTCTCTTGATGCAGTT | CTTCAATGAATGCACGGTTG | | |
| *frk-1* | ATGAAAATGCCAGACGGAAC | TCTCGGAGCTTCTTGTGGAT | | |
| *elt-2* | AAAGCGGAGACTCTTCCACA | GCCGGTTAGATGACCTTTGA | | |
| *hrg-3* | TCGGCCGGTAAGTTTTATCA | TTTTGGACGGAAAAGATGATG | | |
| *abf-2* | TGCCAGAATGGATGTTCCTA | CCGGTAACACACACAAGTCG | | |
| *lys-7* | TGGAGCAACATTGGAAATGA | GAGCTGTCCAGCATCCAAAT | | |
| *clec-172* | ATGCTATTACCCGGCAAGTG | TCCAGGAAAAACTCGGAAAA | | |
| *lipl-5* | CATGTGTTGGAGGTCACTGG | CTTCGCGAAACTTCCATCAT | | |
| *clec-52* | CCATCTGTGCCACATTGAAC | GCTCCACCGTCAATGAATTT | | |
| *fat-6* | GTGATCATCGTTGCCATCAC | GTGGATGCTTACGCACAAGA | | |
| *acox-1.2* | TTTTCGTCGTTTTCCCTTTG | TTGCACTTTCCTGCTGATTG | | |
| *pmp-1* | ATCGTTGGATGGGTAGCTTG | TTCCGACAATTTCAGCATCA | | |
| *prx-5* | GTTTCAACCGCGACAGGTAT | AGATTCCATGCTTGGAGCAC | | |
| *acox-1.5* | TAACGGATTTTTGGCCTTTG | GAGATGGAGCCGTGTAGAGC | | |
| *acs-18* | TGTGGCTCCAGATCTCACAG | CTGGATCTGGGACAACGATT | | |
| *prx-12* | ACCGGCTTTACAGCATCTTG | CGGTGAACCGAAAGAAATGT | | |
| *acox-3* | TTTTAGCTCACTCGGCCACT | TGGAAAGTTCTAGGGCAACG | | |
| *acox-1.4* | TCAGAGAGGTTACGGGGATG | AGCTCTCCCCAACCATTTTT | | |
| *acs-15* | CGATATTGCGGAACTTGGAT | ATGCTGATGCAGTTGCTTTG | | |
| *acs-2* | TGACGTGCTCAAGTCTCCAC | CTTCACCATCTTCTCGCACA | | |
| *mvk-1* | GACGTCTTCTCTGCGTTTCC | CCACCCAATTTCTTTGCCTA | | |
| *acs-17* | CGGAGAGAGTCAAGGTACGC | CACGTTCTTCCATGGTGTTG | | |
| *daao-1* | GGTACCTGGAACCAACTCCA | CATAGCTTCTTGCCACGTCA | | |
| *acox-1.3* | CATGAGCTTGCAGAATCCAA | CTGTTGAACGGGGTCTGATT | | |
| *fard-1* | CCGAGACAATGTGAGGGAGT | GATGCTCGTCGAACTTGACA | | |
| *prx-11* | TGACGCTTGTCGGATTATCA | ATGAAAACGAGGCACTCTGC | | |
| *daf-12* | GGTTTCCCAAAAATCCCAGT | ACGAAACGCCTCATGGTAAC | | |
| *fat-5* | AGTGCAAGAAGTTCGGCTGT | CAGAAACACGCCAGAGATCA | | |
| *fat-7* | GTGATCATCGTTGCCATCAC | GTGGATGCTTACGCACAAGA | | |
| *lipl-4* | GCCGAGAAGTTCCTACATCG | CCAGCACTTTGATGAGGTGA | | |
| *elo-2* | TGTGATGTCGAAAGCTCCAG | CAAATGTGAGGGCATGATGA | | |
| *hacd-1* | TCATTGTCAACCGGCTATTG | AGAAGTTCCAAATCGCATGG | | |
| *acdh-8* | GCTGGATTCAAAGTGGCAAT | TGCATGTCTTTCCATTGCAT | | |
| *cdc-42* | CTGCTGGACAGGAAGATTACG | CTCGGACATTCTCGAATGAAG | | |

How the deposited data were processed for this re-analysis (not part of the article)

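RNA was sequenced from N2 worms kept with 0.1 μM VK2 or without VK2 for 7 days at 20°C, with 3 libraries per group. The authors aligned the reads with Hisat2 to WBcel235, calculated FPKM with Ballgown, and deposited the FPKM of each transcript in 2 tables. The first table holds T1 and C1 and lists 24354 transcripts of 15882 genes, all of them protein-coding and each at an FPKM of at least 0.5 in a library of the table. The second holds T2, C2, T3, and C3 and lists 25370 transcripts of 16724 genes, of which 1129 transcripts are non-coding and 331 are under an FPKM of 0.5 in all 4 libraries, so the tables were filtered differently. The FPKM sums also differ between the tables, which are therefore treated as normalized separately. Why the libraries were divided in this way is not given in the sources used here, so the table and any sequencing batch cannot be told apart.

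The total number of reads per library is not given in the sources used here. Whether low FPKM values fall on whole multiples of a fragment was tested, and the concentration of the values at the best step was between 0.0782 in T1 and 0.131 in C3, where simulated whole fragments gave 1. No step was found, so the depth of each library and the precision it gives are unknown, and no interval or limit of detection is given.

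FPKM was summed over the transcripts of each gene. The tables share 15207 genes, of which the 14191 with a mean FPKM of at least 1 over the 6 libraries were tested. The test was limma 3.58.1 in R 4.3.3, with the intensity trend on and robust off, two-sided, on log2(FPKM + 1), with terms for VK2 and for the table, and with Benjamini-Hochberg adjustment. With the table as a term, the difference weighs the VK2 and control libraries within each table. The counts at 1.5 times use the fitted difference. Pairs are T1 and C1, T2 and C2, and T3 and C3. A difference of the VK2 effect between the tables was tested as an interaction in limma, and the sets were tested with camera and fry. Statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1 were also used, with gene positions from Ensembl release 115.

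The pairs come from the replicate numbers of the labels. After the mean of each group was removed, libraries of the same number had a Pearson's r across genes of 0.881 for C1 and T1, 0.556 for C2 and T2, and 0.543 for C3 and T3. Libraries of different numbers in the second table had values as high, 0.613 for C2 and T3 and 0.608 for C3 and T2, and C2 minus C3 against T2 minus T3 gave -0.111. The replicate number was therefore used as a block only as an alternative.

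The genes, the sets, the tests, and most alternatives were fixed before the data were examined. Genes named are those of the paper's text, of Table S1, and of the labels of Figures 2B, 3A, 4B, and 5C, whose values in the paper had been seen, together with *cdc-42* and *daf-16*. To these were added up to 5 rises and 5 falls among genes past an adjusted p of 0.05 that changed the same way in all 3 pairs, or, where fewer passed, those with the smallest p from limma among genes that changed the same way in all 3 pairs. Genes with only a sequence name were passed over as having no symbol. Members of a set are named where they are among its 3 largest changes. The 26 sets are lists of gene symbols for fat metabolism, defense, reproduction, growth, stress, and tissues. The random lists that a list of genes is compared with were drawn 10000 times from 20 bins of mean expression.

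The alternatives were a pseudocount of 0.1 or 5, no filter or a mean FPKM of at least 5, upper quartile scaling, quantile normalization, no table term, the replicate block, the second table alone, each library left out, the trend off, robust on, the form of the test in Ballgown, and transcripts in place of genes, and for the counts at 1.5 times also the ratio of the groups' mean FPKM and the first pair alone. Where leaving out a library leaves 1 library in the first table, the comparison rests on the second. On simulated data with 3 libraries per group and 200 changed genes, limma called 67, 194, and 200 of them at log2 changes of 1, 2, and 3, along with 2, 14, and 15 unchanged genes. The form of the test in Ballgown called 0, 0, and 75. The interaction called 179 of 200 at a change of 3. With the peroxisome set raised by 0.5, camera gave an adjusted p of 9.88e-36 and called 1 other set, and fry gave 0.0157 and called 0 others. The simulated noise was independent between genes and set no library apart, whereas in the data C3 differed over whole sets of genes. The simulation therefore does not show how often camera or fry would call unchanged sets, or miss changed ones, in the data. The enrichment of annotated pathways, the real-time PCR, and the measurements on mutants were not analysed here.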

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

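The tests of library scale and C3 for the 5 genes, of C3 for the sperm genes, and of eggs and larvae were chosen only after the result was seen, and the sperm genes were singled out from the 26 sets after their values were seen.

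The paper does not report on 5 genes that rose above the controls by at least 1.5 times in each of the 3 pairs and had the smallest p from limma among genes that rose in all pairs. The log2 difference was 1.36 for *col-37*, 1.42 for *ttr-19*, 1.28 for *col-85*, 1.13 for *col-51*, and 1.95 for *col-108*. The smallest adjusted p among them was 0.708 from limma with Benjamini-Hochberg adjustment, so none passed 0.05 with all libraries, and *col-108* alone passed without C3, at 0.0273. The FPKM of *col-37* was 26.4 in T1 against 11.8 in C1, 81.7 in T2 against 27.2 in C2, and 89.5 in T3 against 32.8 in C3. The FPKM of *col-108* was 6.74 against 0.359, 12.7 against 2.32, and 15.2 against 5.62 in the same pairs. A difference in library scale is argued against by upper quartile scaling and quantile normalization, under which the smallest difference of the 5 was 1.11. A part played by C3 stays open. The smallest difference without C3 was 1.10, but a rise there follows from the choice of genes that were higher in all 3 pairs. More larvae among the VK2-treated worms could also raise collagens. The median over the 151 cuticle collagens was -0.07, with medians of 0.18, 0.02, and -0.53 in the 3 pairs, and members went both ways. Without C3 the collagens were called as higher (mean 0.22, adjusted camera p of 6.66e-09). The embryonic and larval genes, all but 8 of them histones, had a median of -0.38 in the second pair, where 7 of 76 were higher, but the 8 others went both ways there, with 4 higher and 4 lower. By the fitted difference all 8 were lower (median -0.22), which goes against more larvae but rests on C3, as 7 were lower in the third pair (median -0.53), 3 in the first, and 5 by the fit without C3 (median -0.03). With C3 in doubt, larvae and an effect of VK2 cannot be told apart for these genes. An effect of VK2 stays open as a hypothesis, since the genes were chosen on the data that they are tested on.

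The 66 genes of major sperm proteins and other sperm proteins, which the paper does not discuss, were higher than in the controls by a mean log2 difference of 0.49, with an adjusted camera p of 3.51e-26. They were not called by fry with all libraries, where the smallest adjusted p over the sets was 0.718. The largest changes were 0.86 in *ssp-36*, 0.85 in *ssp-10*, and 0.82 in *msp-45*. Of the 66 genes, 59 were higher in the first pair, 44 in the second, and 60 in the third, with median changes of 0.83, 0.05, and 0.79. Reads shared between the near-identical *msp* genes are argued against as the whole cause, since sperm genes outside that family had a median of 0.42. In the third pair, most of the rise may come from C3, because T3 was higher than C2 by a median of only 0.042. C3 does not explain the first pair, where the median was 0.832, and without C3 the fit gave a mean of 0.34 with an adjusted camera p of 1.39e-16, carried by the first pair, since T2 was higher than C2 by a median of only 0.052. More eggs and larvae among the VK2-treated worms stay open in both pairs. In the third pair, the median change was 0.82 for the embryonic and larval genes, most of them histones, 1.12 for the oocyte genes, and 2.75 for the vitellogenins but -0.53 for the cuticle collagens, and all of these values rest on C3 too. The median of the embryonic and larval genes in the first pair was 0.04, close to the median of all genes of 0.01, that of the oocyte genes was -0.02, with 18 of 36 higher, and that of the vitellogenins was -0.15, with 2 of 6 higher, while that of the collagens was 0.18. An effect of VK2 on the germ line was not tested.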

How the results depend on the processing

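The crossed block, the counts over pairs with a replicate left out, and, for the longevity genes, the ratio of group mean FPKM and the first pair alone were chosen only after the data were seen. Where a value moved, the cause was not tested unless it is named.

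The count of 0 genes past an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment held under every alternative that kept all libraries. Without C3, *col-108* (2.31, adjusted p 0.0273) and *scl-13* (2.37, adjusted p 0.0201) passed, so the number of higher genes ranged from 0 to 2. Without T2, *ctb-1* passed (-9.66, adjusted p 0.000153), so the number of lower genes ranged from 0 to 1. The mitochondrial gene *ctb-1* had an FPKM of 1109 in C1, 580.1 in C2, 713 in C3, 0.00578 in T1, 502 in T2, and 0.00278 in T3, so this call rests on near-0 estimates. *scl-13* and *ctb-1* are named because they passed.

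Higher and lower genes at 1.5 times numbered 473 and 238. With a pseudocount of 0.1 they were 979 and 426, with a pseudocount of 5 they were 123 and 90, and with a mean FPKM of at least 5, which tests fewer genes, 261 and 144. Transcripts gave 1432 and 1097, the ratio of group mean FPKM 910 and 602, and the first pair alone 1346 and 500. The second table alone gave 487 and 498. With 1 library left out, the counts ranged from 355 (without C3) to 1097 (without C2) and from 97 (without C3) to 671 (without C2). They stayed within 1.5 times under the other alternatives.

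With p below 0.05 required, there were 296 and 51. The counts were 80 and 15 with a pseudocount of 5, 150 and 25 with a mean FPKM of at least 5, 186 and 76 under quantile normalization, 55 and 15 without the table term, 129 and 57 in the second table alone, 74 and 18 in the form of Ballgown, and 376 and 194 with transcripts. The replicate block gave 338 and 93, and the crossed block 362 and 105. With 1 library left out, they ranged from 114 (without T2) to 771 (without C2) and from 38 (without T2) to 440 (without C2). The replicate block changed no call of a gene over all genes or of a set.

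In every pair, 31 genes were higher and 12 lower. A pseudocount of 0.1 gave 91 and 27, a pseudocount of 5 gave 8 and 0, and a mean FPKM of at least 5 gave 16 and 8. Pairs of the second table alone gave 106 and 55, those without replicate 2 gave 302 and 125, and those without replicate 3 gave 114 and 45, where fewer pairs have to meet the threshold. The counts have no test.

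The longevity genes at 1.5 times numbered 1, and 2 with a pseudocount of 0.1, with a range of 1 to 4 with a library left out, and by the ratio of group mean FPKM 3 and in the first pair alone 6. The 12 genes of Table S1 became 21 with a pseudocount of 0.1 and 7 in the second table alone, with a range of 7 to 23. With p adjusted over the list alone, 0 became 3 in the replicate block and 2 in the crossed block, with a range of 0 to 19. Only *clec-61* passed in both blocks. The difference of the VK2 effect between the tables was called in limma for 0 genes (257 at p below 0.05, smallest adjusted p 0.141) and with a pseudocount of 5 for 1, *nduo-6*, at 3.92. Its FPKM was 70.9 in C1, 0.00166 in C3, and 0.00501 in T1, and it was listed at 0 in C2, T2, and T3.

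Camera called 15 sets, with a range of 8 (without C1 or T1) to 17 (without C2), 9 without the table term, 8 in the second table alone, and 0 by fry. The sets of sperm genes, ribosomal proteins, and fatty acid desaturation and elongation were called by camera under every alternative. The embryonic and larval genes were higher by camera, but lower in rank without the table term, where their mean stays 0.14, and without T3, where it is 0.05 (adjusted camera p of 0.891). Of the 15 sets that camera called with all libraries, 4 reversed without C3. The vitellogenins were then at -0.20 (range to 1.33) and the oocyte genes at -0.18 (range to 0.57). The embryonic and larval genes were at -0.10 (range to 0.35) and the histones at -0.11 (range to 0.43). Some sets that were not called with all libraries, such as detoxification and neurons, also changed direction without C3.

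Of the 51 genes named, 40 kept the sign of their difference under every alternative that tested them and 11 did not. A mean FPKM of at least 5 left 40 of the 51 to test, and transcripts 50. The second table alone gave -0.0071 for *daf-12*, 0.23 for *frk-1*, -0.14 for *elt-2*, -0.32 for *pgp-5*, -0.26 for *acox-1.5*, -0.069 for *mvk-1*, and -0.22 for *prx-11*, as did leaving out C1 or T1. Over the libraries left out, the other end of the range was 0.49 for *daf-12*, -0.43 for *frk-1*, 0.49 for *elt-2*, 0.24 for *pgp-5*, 0.29 for *acox-1.5*, 0.26 for *mvk-1*, and 0.23 for *prx-11*. The range was -0.73 to 0.54 for *hrg-3*, -1.83 to 0.31 for *clec-52*, and -0.63 to 0.25 for *pmp-1*, each highest without C3. With transcripts, *daf-12* was -0.62 and *fat-6* -1.93. *pgp-5* was -0.00067 with a pseudocount of 5, -0.0022 under upper quartile scaling, and -0.058 under quantile normalization, where *prx-11* was -0.026. Since the depth is unknown, what it limits was not examined.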

Differences from the paper's values

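The transcripts of *fat-6* and, for the longevity genes, the ratio of mean FPKM and the first pair alone were examined only after the values were seen. The values read by eye come from a figure that was read when those of T1 and C1 were already known and its colours had been sampled, so the reading was not blind, and a likeness to the first pair carries little weight.

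The paper reports 1550 genes as up-regulated by at least 1.5 times, and 473 were higher by the fitted difference. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with transcripts in place of genes (1432), in the first pair alone (1346), and without C2 (1097), and under no other. The paper reports 602 genes as down-regulated, and 238 were lower by the fitted difference. The ratio of the groups' mean FPKM gave 602, and its count of higher genes was 910. A pseudocount of 0.1 (426), the second table alone (498), the first pair alone (500), leaving out C1 or T1 (498), and leaving out C2 (671) also came within 1.5 times of the paper's, and the other alternatives did not. Whether the paper also required a p-value for these genes is not given in the sources used here. With an unadjusted p below 0.05 from limma required, 296 genes were higher and 51 lower.

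The paper counts 6 longevity genes among those up-regulated by at least 1.5 times, and 1, *fat-5*, reached that by the fitted difference, although all 6 were higher. Without C2 the number was 4, and it was 2 or fewer under the other alternatives set beforehand. Among those chosen after seeing the values, the ratio of the groups' mean FPKM gave 3, and all 6 reached 1.5 times in the first pair alone.

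Fig. 2B gives the mean log2(FPKM + 1) of each group, and a value is listed here where it differs by more than the SD of the libraries and by more than 1.5 times in FPKM + 1. All of the paper's values below were read by eye from Fig. 2B. The alternatives compared are the pseudocounts, the 2 scalings, either table alone, and each library left out. A difference is said to close where it falls within either limit, which a larger SD can also bring about.

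For *fat-6* the paper's values are about 3.3 in control and about 3.9 in VK2-treated worms in Fig. 2B, where 7.78 and 8.21 were found, and none of the alternatives compared closed the difference. Single transcripts, chosen after seeing the values, came nearer. VZK822L.1c.1 had 3.57 and 4.6, and VZK822L.1a.1 had 2.76 and 4.34.

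For *fat-7* the paper's values are about 3.3 in control and about 3.9 in VK2-treated worms in Fig. 2B, where 1.79 and 2.3 were found. The first pair alone gave 3.11 and 3.8, a pseudocount of 5 gave 2.99 and 3.25, leaving out C3 gave 2.39 in control, and leaving out T2 or T3 gave 2.70 and 2.65 in VK2-treated worms. The other alternatives left the difference.

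For *fard-1* the paper's values are about 4.0 in control and about 4.6 in VK2-treated worms in Fig. 2B, where 4.93 and 5.20 were found. None of the alternatives closed the difference in control. In VK2-treated worms a pseudocount of 0.1 (5.17), the second table alone (4.99), and leaving out T1 (4.99) did, and the others did not.

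For *daf-12* the paper's values are about 3.0 in control and about 3.6 in VK2-treated worms in Fig. 2B, where 3.99 and 4.22 were found. The difference closed in control in the first pair alone (2.98), with a pseudocount of 0.1 (3.89), and without C2 (3.9) or C3 (3.57). In VK2-treated worms it closed in the first pair alone (3.68), with a pseudocount of 0.1 (4.15), and without T2 (3.94).

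In VK2-treated worms the paper's value for *fat-5* is about 5.4 in Fig. 2B, where 3.86 was found. It closed in the first pair alone (5.37), with a pseudocount of 5 (4.27), and without T2 (4.22) or T3 (4.26). The paper's value for *lipl-4* in VK2-treated worms is about 4.4 in Fig. 2B, where 3.32 was found. The first pair alone (4.52), a pseudocount of 5 (3.85), upper quartile scaling (3.37), and leaving out T2 (3.75) or T3 (3.48) closed it. The other alternatives did not, for either gene. The control values of *fat-5* and *lipl-4* did not differ by these limits. These levels are set across tables treated as normalized separately.

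The paper gives the genes of Fig. 3A as up-regulated. Of the 15 that Table S1 also lists, 12 were higher by the fitted difference, and *frk-1* (-0.20), *hrg-3* (-0.21), and *clec-52* (-0.995) were lower. *frk-1* was higher in T2 than in C2 and in T3 than in C3, and the other 2 were higher in T1 than in C1. The paper gives the same direction for the peroxisome genes of Fig. 4B, whose heat-map names 16 genes where the text counts 18. Of these 16, all listed in Table S1, 15 were higher, and *pmp-1* (-0.10) was lower, although it was higher in T1 than in C1. In another place the paper states that VK2 reduces the expression of *acox-1.2*, *acs-18*, and *pmp-1*, of which the first 2 were higher, by 0.47 and 0.57. All of these genes except *frk-1* were higher in the first pair alone.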

Other observations

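The tests on C3, on the genes of Table S1 in the third pair, on the order of Table S1, and on the splits of the libraries were chosen only after the result was seen. The numbers of genes called in the tests of library scale and transcript length for C3 were an exception, but they are not used.

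C3 stands apart in its table, where its log2 difference from C2, T2, and T3 had an SD over genes of 0.695, 0.641, and 0.649. In the split of the libraries that sets C1, C3, and T1 against the rest, which compares C3 with C2, T2, and T3, limma with Benjamini-Hochberg adjustment called 977 genes as higher and 1809 as lower. C3 is then a group of 1 library, chosen because it stood apart and assumed to vary like the others, so these counts describe C3 alone. After quantile normalization 3126 genes were called, and after the trend with exon length was removed 2194, and the SD of the difference between C2 and C3 was 0.721 and 0.692, against 0.310 and 0.291 between T2 and T3, which argues against library scale and transcript length as the whole cause. The 10 highest genes took 4.3% of the FPKM sum in C3, against 4.10% in C2, so a few genes taking most of the FPKM is argued against. A swap with a VK2 library is argued against as the cause, since it would place C3 near T2 or T3, and the smaller of its SDs from them was 0.641, whereas C2, T2, and T3 differed from each other by 0.292 to 0.350. The vitellogenins, which the intestine makes, differed in C3 by a median of -2.62, so fewer eggs could not be the whole difference. The oocyte and early embryo genes differed by -1.21, and fewer eggs in the worms of C3 stay open for them, since the explanation was found from these values. A general stress response stays open as well, because 23 of the 51 heat shock proteins were higher in C3 and 28 lower, with a median of -0.07. Genes chosen after their values were seen include *vit-2*, with an FPKM of 291 in C3 and 2047 in C2, *mtl-1*, with 295 and 12.5, *mtl-2*, with 209.8 and 4.82, *cdr-1*, with 120.003 and 5.26, and *numr-1*, with 82.9 and 0.240. A library from other worms or a wrong label from outside the study was not tested, and neither was a biological cause in the worms of C3 other than fewer eggs and a general stress response.

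The 38 genes of Table S1 rose in the third pair by a median of 0.56. Most of this rise may come from C3, since T3 was higher than C2 by a median of 0.099, with 27 of the 38 genes higher, while T2 was higher than C3 by 0.61. The median over all genes was -0.07 for T3 against C2 and 0.11 for T3 against C3, so the genes of Table S1 lie above the median gene in each of these comparisons. An effect of VK2 of the size seen between T3 and C2 stays open. In the first pair, which does not hold C3, 36 of the 38 rose by at least 1.5 times.

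Table S1 lists its defense and peroxisome genes nearly from the largest to the smallest rise in the first pair. With places counted from the last gene to the first, so that a positive value means the largest rise comes first, Spearman's rho between the place and the change was 0.868 for the 15 defense genes and 0.953 for the 16 peroxisome genes, which are not independent replicates. The permutation p was 6e-05 and 1e-05, the latter the smallest that the permutations can give, and after Benjamini-Hochberg adjustment over the 6 relations tested it was 0.00018 and 6e-05. With the second pair rho was 0.586 (permutation p 0.024, adjusted 0.049) and 0.0441, and with the third -0.182 and -0.235. The smaller value of 0.87 is consistent with an order by T1 over C1. No biological explanation was tested for it.

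Chance cannot be excluded for any count below, because 6 libraries divided into 3 and 3 make 10 splits and the share is never under 0.1. Splits with a result as large, the real one included, were 6 for genes at 1.5 times, 2 for those with p below 0.05 as well, 2 for sets called by camera, 2 for the genes of Table S1, and 8 for the longevity genes. The splits other than the real one still had from 6 to 16 sets called by camera. For genes past an adjusted p of 0.05, of which the real split has 0, all 10 splits are as large by construction, so the count tests nothing. Among the 4 splits that part the libraries of all 3 pairs, the numbers were 2 for genes at 1.5 times, 1 with p below 0.05, 2 for sets, 1 for Table S1, and 3 for longevity genes. The other 6 splits leave at least 1 pair together, and those that leave C1 and T1 together rest on the second table.

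The 81 ribosomal proteins had median changes of -0.26, -0.05, and -0.24 in the 3 pairs, where the median of all genes was 0.01, -0.07, and 0.11, so in the second pair they were not lower than the median gene. They had a mean of -0.17 (adjusted camera p of 8.49e-15), with a range of -0.25 to -0.10 with each library left out. Under quantile normalization the mean was -0.06 and the adjusted camera p 0.0187. Without that normalization, the members with the largest changes were *rpl-42* (0.48), *rpl-43* (-0.43), and *rpl-41.2* (-0.43). The other sets called as higher were the lysozymes (0.45, adjusted camera p 0.0183), C-type lectins (0.14, 0.0271), vitellogenins (0.67, 0.0362), oocyte genes (0.23, 0.0115), embryonic and larval genes (0.14, 0.0413), and histones (0.18, 0.00438). Without the genes that the paper names, the adjusted camera p was 0.858 for the lysozymes (8 genes, mean 0.34 but median -0.06) and 0.0680 for the C-type lectins, so neither call holds without them. That of the embryonic and larval genes, which kept all 76 members, was then 0.0516. Those called as lower were the antimicrobial peptides (-0.18, 0.000383), mitochondrial respiratory chain (-0.06, 0.0271), and heat shock proteins (-0.04, 0.0346). Not called were the cuticle collagens (mean 0.06, median -0.07, adjusted camera p 0.825), proteasome (-0.02, 0.2105), antioxidant enzymes (mean 0.05, median -0.02, 0.825), detoxification (-0.05, 0.254), intestine (mean -0.04 but higher in rank, 0.742), body wall muscle (mean 0.01 but lower in rank, 0.638), neurons (-0.04, 0.243), and hypodermis (-0.03, 0.361). Under quantile normalization, the adjusted camera p was 0.902 for the respiratory chain, 0.589 for the heat shock proteins, and 0.0611 for the C-type lectins. Without the table term, it was 0.0817 for both the oocyte genes and the heat shock proteins. It was then 0.188 for the respiratory chain, 0.761 for the histones, and 0.916 for the embryonic and larval genes. With a mean FPKM of at least 5, it was 0.0672 for the lysozymes and 0.167 for the C-type lectins. Leaving out C3 took the adjusted camera p of the C-type lectins to 0.223, of the antimicrobial peptides to 0.405, and of the vitellogenins, then lower, to 0.223. It brought that of the collagens, as higher (mean 0.22), to 6.66e-09 and of the proteasome, as lower, to 0.0101, and the oocyte genes, embryonic and larval genes, and histones were called as lower, at 1.19e-06, 0.0175, and 0.00755. Leaving out C2 took it to 0.0952 for the C-type lectins and 0.215 for the respiratory chain, and to 0.00719 for the collagens (mean -0.04), 0.00493 for detoxification, and 0.0232 for neurons, all 3 as lower, so the collagens were called in opposite directions without C2 and without C3. Leaving out T2 gave 0.246 for the respiratory chain and 0.0591 for the heat shock proteins. Leaving out T3 gave 0.1255 for the C-type lectins, 0.246 for the vitellogenins, 0.0949 for the oocyte genes, 0.891 for the embryonic and larval genes, and 0.7304 for the histones. Leaving out C1 or T1 gave 0.156 and 0.157 for the lysozymes, 0.0760 and 0.0768 for both the antimicrobial peptides and the respiratory chain, and 0.816 and 0.819 for the heat shock proteins. The sets were not weighed for technical causes other than those above.

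*cdc-42*, the reference of the real-time PCR, had a log2 difference of -0.15 (standard error 0.13), with changes of -0.25, -0.09, and -0.10 in the 3 pairs. *daf-16* had a difference of 0.17 (standard error 0.14). The falls with the smallest p from limma among genes that fell in all 3 pairs were *nspe-1* (-1.11), *nspe-7* (-2.43), *clec-230* (-0.82), *mrps-23* (-0.55), and *nspe-2* (-1.03), and none passed an adjusted p of 0.05.

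Some mitochondrial genes were listed at or near 0 in single libraries, where the estimate can have failed. *ctc-2* had an FPKM of 0.00430 in C2, against 1183 in C1, 566 in C3, 973 in T1, 298 in T2, and 378 in T3. Transcripts of 1 gene also traded places between libraries. For *fat-6*, the transcript VZK822L.1c.2 is listed only in the second table, with 231 in C2, 244 in T2, 3.3e-05 in C3, and 5.4e-05 in T3. The transcript VZK822L.1a.2 of *fat-6* had 280.2 in C1, 57.1 in C2, 92.2 in C3, 419 in T1, and 64.1 in T2 and was listed at 0 in T3. For *mvk-1*, Y42G9A.4a.1 was listed at 0 in T1 and T3, with 11.0 in C1, 14.4 in C2, 7.67 in C3, and 12.1 in T2.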
